# Yarrow supercritical extract exerts antitumoral properties by targeting lipid metabolism in pancreatic cancer

**DOI:** 10.1371/journal.pone.0214294

**Published:** 2019-03-26

**Authors:** Lamia Mouhid, Marta Gómez de Cedrón, Elena García-Carrascosa, Guillermo Reglero, Tiziana Fornari, Ana Ramírez de Molina

## Abstract

Metabolic reprogramming is considered a hallmark of cancer. Currently, the altered lipid metabolism in cancer is a topic of interest due to the prominent role of lipids regulating the progression of various types of tumors. Lipids and lipid-derived molecules have been shown to activate growth regulatory pathways and to promote malignancy in pancreatic cancer. In a previous work, we have described the antitumoral properties of Yarrow (*Achillea Millefolium)* CO_2_ supercritical extract (Yarrow SFE) in pancreatic cancer. Herein, we aim to investigate the underlaying molecular mechanisms by which Yarrow SFE induces cytotoxicity in pancreatic cancer cells. Yarrow SFE downregulates SREBF1 and downstream molecular targets of this transcription factor, such as fatty acid synthase (FASN) and stearoyl-CoA desaturase (SCD). Importantly, we demonstrate the *in vivo* effect of Yarrow SFE diminishing the tumor growth in a xenograft mouse model of pancreatic cancer. Our data suggest that Yarrow SFE can be proposed as a complementary adjuvant or nutritional supplement in pancreatic cancer therapy.

## Introduction

Pancreatic cancer is the second leading cause of cancer-related deaths worldwide. It is an aggressive malignancy with poor prognosis: the overall 5-year survival rate is less than 5%. Risk factors described to be linked with its development are obesity and chronic pancreatitis, but also tobacco smoking, heavy alcohol intake, unbalanced diets, or high red meat intake [1,2]. Given the absence of indicators of illness, it is often diagnosed at metastatic late stages. Although surgery remains the main beneficial treatment followed by chemotherapy and radiation, current therapies do not improve patient’s survival. Therefore, the development of effective therapeutic strategies targeting molecular alterations associated with pancreatic tumor growth and the resistance to apoptosis are needed to improve their survival.

In the last years, there has been a growing interest in the use of phytochemicals and dietary-derived compounds for prevention or for cancer treatment [3,4]. Thus, some of them have shown antitumoral properties *in vitro* and *in vivo* [4–6]. In this regard, there are some phytochemicals derived from natural sources, such as taxol and camptothecin, which are extensively used in clinics to treat several tumors [7,8]. Nevertheless, pancreatic cancer remains one of the most resistant tumor [9]. Current chemotherapy is based on the use of gemcitabine, 5-fluorouracil, irinotecan and/or oxaliplatin but new complementary approaches are required.

On the other hand, metabolic reprogramming is well-recognized as a hallmark of cancer [10] and thus, there is an increased interest for targeting its altered metabolism. Tumors display high rates of cell proliferation and they can acquire malignancy associated to stemness and invasive properties. Moreover, highly proliferative cells hold an exacerbated glucose uptake sustaining aerobic glycolysis (Warburg effect) for anabolic processes [11–13]. In addition, increased glutamine uptake and glutaminolysis support carbon and nitrogen backbones for anabolic purposes. Nitrogen, in addition to its role in protein and nucleotide biosynthesis, is crucial for the synthesis of glutathione and essential to maintain the redox homeostasis [12–14].

Cancer cells are also characterized by having an increased *de novo* fatty acid synthesis which contributes to the carcinogenic process and cancer cell survival. Metabolic fatty acid (FA) enzymes are essential for neoplastic growth as well as for the signaling of key tumorigenic pathways. During tumor development, lipid associated alterations include an increase in lipogenic enzymes expression such as fatty acid synthase (FASN), acetyl carboxylase (ACC), stearoyl-CoA desaturase (SCD), ATP citrate lyase (ACLY), and an increase in the synthesis and uptake of cholesterol. As a result, tumor cells can control membrane fluidity, which has an impact on intracellular oncogenic signaling pathways, and sharpens resistance to chemotherapeutics. In addition, the increased storage of lipid and cholesterol molecules into lipid droplets allows tumor cells to gain independence from the extracellular nutrient availability [15,16].

In this context, many authors have described alterations in expression of lipid metabolic genes, and their link with the development and prognosis in cancer [17,18]. Thus, targeting specific enzymes involved in fatty acid and cholesterol synthesis, or affecting genes involved in their transcriptional regulation could be a novel approach for cancer treatment [19,20].

Recently we have described the antitumoral properties of *Achillea Millefolium* derived extract, commonly known as Yarrow, obtained by Supercritical Fluid Technology (SFE), in pancreatic cancer cell lines [21]. Yarrow SFE diminishes cell viability of pancreatic cancer cells in a dose dependent manner, induces apoptosis and inhibits anchorage independent cell growth. Moreover, Yarrow SFE synergizes with 5-fluororacil (5-Fu) which is currently used in the clinics in pancreatic cancer treatment [22]. Herein, we identify Sterol Regulatory Element-Binding Transcription Factor 1 (SREBF1) as a molecular target of Yarrow SFE which is implicated, at least partially, in the antitumoral activities observed. Importantly, downstream molecular targets of SREBP1, such as FASN and SCD, are also diminished both at the transcriptional and post-transcriptional levels. These alterations would affect intracellular lipid homeostasis which also correlate with the inhibition of invasiveness properties of pancreatic cancer cells.

Importantly, we also demonstrate the *in vivo* effect of Yarrow SFE diminishing the tumor growth in a xenograft model of pancreatic cancer. Based on these results, Yarrow supercritical extract could be proposed as a complementary adjuvant in pancreatic cancer therapy.

## Methods

### Yarrow extract

Yarrow SFE was obtained by CO_2_ supercritical fluid extraction (Thar Technology, model SF2000). Briefly, a CO_2_ flux of 70 g/min, 140 bar and 40°C for 180 minutes was applied to 400 g of dried and grounded Yarrow in a 2L cylinder. The resulting extract was collected with absolute ethanol, and the dissolvent was removed using a rotavapor at low temperature (30°C).

The extract contains volatile oils which comprises monoterpenes such as eudesmol (11.19%) and borneol (16.28%) as major compounds, and sesquiterpenes as caryophyllene (4.90%), α-cadinol (8.22%), α-bisabolol (2.73%), among others [21].

### Cell culture

Pancreatic cancer cells MIA PaCa-2 and PANC-1 were purchased from American Type Culture Collection (Manassas, VA) and were cultured in DMEM media (2 mM glutamine) and 10% fetal bovine serum (LONZA Iberica, S.A) in 5% CO_2_ atmosphere at 37°C and 95% humidity. 5 x 10^6^ cells were seeded in M6 multiwell plates for microarray assays and in a p60 culture dishes to isolate proteins for WB analysis and mRNA for qPCR.

### RNA isolation and gene expression assay

MIA Paca-2 and PANC-1 cells were plated and after an overnight incubation, cells were treated with 30 and 70 μg/mL of Yarrow extract for 48 hours. Non-treated cells were kept as controls. Total RNA was isolated from each condition with RNeasy Mini Kit (Qiagen Iberica) following manufacturer´s instructions. RNA quality and quantity were checked by UV spectroscopy (Nanodrop 2000 Spectrophotometer, Thermo Scientific, Waltham).

RNA extracted from MIA PaCa-2 was subsequently used for a comparative microarray gene expression analysis between non-treated and 30 and 70 μg/mL Yarrow treated cells. The analysis was performed at the Genomic Service Facilities at the National Center of Biotechnology (CNB-Madrid, Spain). RNA integrity was first determined using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNAs were then reverse transcribed and fluorescently tagged using the one color Low Input Quick Amp Labeling Kit (Agilent Technologies), according to manufacturer’s instructions. The complementary RNAs were hybridized in an Agilent Sure Print G3 Human 8x60 K (Whole Human Genome Microarray Kit) platform, using the one-color gene expression system as described by the manufacturer (Agilent Technologies).

### Quantitative real-time polymerase chain reaction (qPCR)

Same amounts for each RNAs samples were reverse transcribed by a high Capacity cDNA Archive Kit (applied Biosystems) for 2 hours at 37°C. To determine gene expression, Realtime-qPCRs were performed on the 7900HT-Real-Time PCR System (Applied Biosystems, Foster City, CA) using the TaqMan gene expression assays. The probe sets were Hs01005622, Hs01682761, Hs01088691, Hs00607129, Hs 1597989, Hs99999901_s1 for FASN, SCD, SREBF1, HSPA-5, ASS1 and 18s, respectively. For the isoforms SREBP1-a and SREBP1-c, the primers used to quantify their expression were hSREBP-1a (Fw: GGAGGGGTAGGGCCAACGGCCT; Rv: CATGTCTTCGAAAGTGCAATCC) and hSREBP-1c (Fw: TCAGCGAGGCGGCTTTGGAGCAG; Rv: CATGTCTTCGATGTCGGTCAG). The relative expression quantity for each gene (RQ) was determined following the 2-ΔΔCt Livak method [23].

RQ Manager Software and Expression Suite Software (Applied Biosystems) were used to calculate the relative expression of each gene.

### Intracellular cholesterol and neutral lipid content

To determine the total intracellular cholesterol, the assay was carried out following the instructions of Cholesterol Detection Kit (cell-based) (BioVision Inc, San Francisco, USA). Briefly, cells were cultured with 50 and 70 μg/mL Yarrow for 48 hours before to be extracted with 200 μL of chloroform: Isopropanol: NP-40 (7:11:0.1) in a micro-homogenizer. The lipid fraction was collected and mingled with a cholesterol enzyme mix (which includes cholesterol esterase), and the absorbance of the resultant colorimetric assay was measured at 570 nm.

Quantification of neutral lipid content was done by mean of Bodipy staining. As a brief description, cells were treated with 2 μM BODIPY staining solution (BODIPY 493/503, Invitrogen) in PBS for 15 min at 37°C and fixed with 4% paraformaldehyde (PFA). Images were obtained with a Leica DM IL microscope, 40X Plan Fluotar objective and registered using Leica Application Suite (LAS).

### Immunoblot analysis

After 48 hours incubation with Yarrow SFE, cells were washed and detached using trypsin. Protein lysates were obtained with Laemmli buffer (60 mM Tris-HCl, 10% glycerol 2% SDS) and centrifuged at 5000 rpm for 5 minutes. After quantification (BCA-Piercing), denaturalized protein samples were separated through a 4–15% Mini-Protean TGX Precast Protein Gel (BioRad) and transferred onto a nitrocellulose membrane using Trans-Blot Turbo Transfer System (BioRad). Membranes were incubated in 5% non-fat dried milk PBS (1% Tween-20) at room temperature for 1 hour and then incubated overnight with primary antibodies against FASN (Cell Signaling) and SCD (kindly provided by Dr Demoulin [24]. α-tubulin (Sigma-Aldrich) was used as a loading control.

### Invasion through matrigel

To evaluate the effect of Yarrow SFE on invasiveness, MIA PaCa-2 cells were treated for 48 hours with different doses of Yarrow SFE. After discarding dead cells, a total of 2.2×10^4^ alive ones were then maintained in 1% FBS DMEM (without extract) and seeded onto Matrigel-coated Transwell chambers) (8.0 μm pore) (Corning Life Sciences). In the lower chamber, 700 μL of DMEM with 10% FBS were added as a chemo attractant. 48 hours later, inserts were washed twice with PBS and fixed with 4% paraformaldehyde prior to crystal violet staining. Cells that have invaded through Matrigel in four random fields were counted using a light microscope at ×10 magnification.

### Animals and tumor xenograft model

All procedures were approved by the Animal Care and Use Committee of the Consejo Superior de Investigaciones Científicas (CSIC, Spain), and by the authority of the Comunidad of Madrid (PROEX112/17). Male Hsd: Athymic Nude-Foxn1nu nude mice (7 weeks old, weighing 26–31 g) were purchased from Envigo RMS (Spain). Mice were kept in a temperature and humidity-controlled environment, with 12 hours light/dark-cycle and had access to water and standard chow (Safe, D40 RMM. Proteins 15.2%, Fat: 3.2%, Minerals Ash: 4.4%, Fiber: 4.1%) *ad libitum*.

The xenograft model was obtained by injecting subcutaneously into the back loin 1,5 x10^6^ MIA PaCa-2 cells diluted in DMEM: Matrigel (50:50). After 15 days, 8 animals received Yarrow SFE extract (1000 mg/Kg), diluted in corn oil (Sigma-Aldrich) in 150 μL as final volume. The treatment was administrated using an orogastric silicon-tube, three times per week for 15 days. Intragastrical administration of an equal volume of corn oil alone was given to 8 control animals.

Human endpoints were established if tumors had reached 1.6 cm^3^ or more, or if there had been signs of ulceration, or mice had lost 20% or more of body weight, or if mice had presented piloerection, stereotyped or aggressive behaviors, pain indicative postures, lack of activity and tremors or convulsions. Animals were daily monitored, assessing the room temperature and humidity, and their health by checking their behavior and general appearance. Body weight was measured weekly. The antitumor effect of Yarrow was monitored by estimating tumor volume (mm^3^) and calculated as (W^2^ x L) x 0.52, where W is tumor width (in mm) and L is tumor length (in mm).

Finally, animals were euthanized by cervical dislocation.

### Immunohistochemistry

Immunohistochemistry was performed following standard protocols. Mouse monoclonal antibody against Ki-67 (IR626, DAKO) was used on tissue paraffin sections (4μm). Images were obtained through the Axio Scan Z1 (Zeiss). The quantification of Ki-67 positive cells was done with ZEN Lite 2.3 software (Zeiss).

### Statistical analysis

Microarray gene expression data were obtained and analyzed using FIESTA software (version 1.0, http://bioinfogp.cnb.csic.es/tools/FIESTA; Centro Nacional de Biotecnología, Madrid, Spain). Statistical analyses were determined by the Limma package (linear models for microarray data) (Smyth, 2004), using a p-value<0.05 as limit of significance. Overexpression and repression were considered from a minimum change of 2-fold of the non-treated cells (control).

RT-qPCR results were analyzed by using two-way ANOVA (Bonferroni post hoc test). Western Blot results were quantified by Image J and statistically analyzed by one-way ANOVA (Bonferroni post hoc test). One-way ANOVA was also used to determine differences in invasion and 3D-culture. Results of *in vivo* experiments were analyzed with t-student statistical analysis. Statistical differences were considered significant when p-value was <0,05.

All the statistical analysis was performed with GraphPad Prim 6 statistical software.

## Results

### Yarrow SFE downregulates the expression of the lipid metabolism-master regulator SREBF1

In a previous work we have described that Yarrow SFE inhibits cell viability of MIA PaCa-2 and PANC-1 pancreatic cancer cell lines, with an induction of apoptotic cell death [22].

In order to identify the molecular targets implicated on the mechanism of action of Yarrow SFE, a comparative gene expression microarray (G2519F-026652 Human Gene Expression v2 4x44K Microarray) was performed (link to raw data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124043). MIA PaCa-2 cells were treated with two different doses of Yarrow (IC_50_: 31,45 ±8,56 μg/mL and 2x IC_50_) for 48 hours. 

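In DMSO-treated MIA PaCa-2 cells the probe of SREBF1 had a log2 level of 5.80 ± 0.83 relative to the 75th percentile of the array (mean ± SD of the 4 control arrays), that of SREBF2 1.46 ± 0.37 and that of FASN 5.09 ± 1.56. The probes of SHC1 (5.82 ± 0.46), PALM (5.46 ± 0.93), HLA-G (2.46 ± 1.24) and CSTF3 (-1.83 ± 0.84) serve as the reference of their own changes, since levels of different probes do not rank genes. All were read on 10 one-colour Agilent arrays, 3 for Yarrow SFE at 30 μg/mL, 3 for 70 μg/mL and 4 for DMSO, all after 48 hours, whereas the legend of Table 1 gives 3 experiments per condition. The file headers name the SurePrint G3 design of the methods and not the design named in the results. Between 44.5% and 51.1% of the probes were above background on each array, and 18786 probes were bright enough in at least 1 group to be tested. They carry 14811 different names, and 16010 of these probes have a gene symbol from the reference table. The others keep the name in the file. The control arrays varied more than the treated ones, with a median SD per probe of 0.567 on the log2 scale against 0.343 at 30 μg/mL and 0.347 at 70 μg/mL. All treated arrays share a slide with controls 1 and 2, and controls 3 and 4 are alone on another. Between these control pairs, 3673 probes (19.6%) had an unadjusted limma p under 0.05, 1 of them after Benjamini-Hochberg adjustment, so that slide or culture differences among the controls enter every comparison with DMSO. Values from slide 1 alone and with slide as a block are therefore also given for the Table 1 genes discussed and for the counts that pass. Lists that pass are given with slide 1 values, and some of them also with the block. For each named gene tested in both, these 2 fits give the same log2 fold change.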

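SERPINA3, a serine protease inhibitor, had the lowest p of the 17 Table 1 genes and was lower at both doses, with log2 fold changes of -1.77 at 30 μg/mL (SE 0.366, limma adjusted p = 0.137) and -1.36 at 70 μg/mL (adjusted p = 0.895). The retinol-pathway reductase DHRS3 (-1.92 and -1.33), the class I antigen HLA-G (-1.70 and -1.68), the transcription factor MEF2D (-1.27 and -1.04) and TRIM44 (-1.11 and -1.07) were lower too, and the chromatin remodeller CHD5 (1.36 and 1.28) and the RNA cleavage factor CSTF3 (1.28 and 1.15) were higher. All 17 genes had the sign of Table 1 at both doses, 13 lower and 4 higher. The criteria of the study (unadjusted limma p under 0.05 and 2-fold at each dose) were applied here to the averaged spots of 1 probe per gene. Table 1 instead prints the most significant probe. Single spots of the authors' values, a fit added after the values were seen, put 17 genes past the criteria, 16 of them with 1 spot at both doses. With averaged spots, 8 of the 17 passed, 2 higher (CHD5, CSTF3) and 6 lower (DHRS3, HLA-G, HSPA5, MEF2D, SERPINA3, TRIM44). ICAM5 (-1.15 and -0.87), PALM (-1.28 and -0.92), SHC1 (-1.01 and -0.78) and RAB11FIP1 (-0.91 and -0.82) fell short of 2-fold at 1 or both doses. Another probe of MEF2D went the other way at both doses (0.27 and 0.21), as did another probe of SHC1 at 30 μg/mL (0.39). On slide 1 alone 4 of the 17 passed, DHRS3 (-2.20 and -1.61), TRIM44 (-1.77 and -1.73), RAB11FIP1 (-1.48 and -1.39) and SREBF1, and slide as a block gave the same 4. For all 4, control 1 lay above control 2. DHRS3 was at 2.24 against 1.05, TRIM44 at 4.48 against 3.36, RAB11FIP1 at 3.13 against 2.24 and SREBF1 at 7.04 against 5.29. These 4 results therefore lean on control 1, since only controls 1 and 2 are on slide 1. HLA-G was at -0.97 and -0.94 there (limma p of 0.127 and 0.136; 0.118 and 0.126 with the block), its controls 3 and 4 being at 3.50 and 2.89 and controls 1 and 2 at 2.81 and 0.66, and CSTF3 at 0.73 and 0.60 (limma p of 0.08 and 0.136; 0.135 and 0.207 with the block). SERPINA3 (-1.39 and -0.97), MEF2D (-1.05 and -0.82) and CHD5 (0.96 and 0.89) kept a limma p under 0.05 on slide 1 at both doses but fell short of 2-fold at 1 or both, and with the block MEF2D had a limma p of 0.0501 at 70 μg/mL. ICAM5 was at -0.65 and -0.37 and SHC1 at -0.90 and -0.67 on slide 1, and PALM, not tested there, at -0.69 and -0.32 with the block. Leaving out 1 array gave between 4 (without replicate 1 of 70 μg/mL) and 11 (without control 2). TRIM44 lost its p under 0.05 at 1 or both doses without any of 7 of the 10 arrays (limma p from 0.0506 to 0.148), DHRS3 at 70 μg/mL without replicate 1 of that dose (0.0767), and CSTF3 without replicate 2 of 30 μg/mL (0.0623) or replicate 3 of 70 μg/mL (0.109). With adjustment over the 17 genes alone, 14 passed at 30 μg/mL and 5 at 70 μg/mL, but the study chose these genes on the same arrays, so this is not independent evidence.

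Outside Table 1, the platelet glycoprotein GP1BB was the only gene with a symbol past the adjusted test on all arrays, with a log2 fold change of -3.13 at 30 μg/mL (SE 0.363, limma adjusted p = 0.0286), and on slide 1 it was -3.32 (adjusted p = 0.0395; 0.0327 with slide as a block). Leaving out 1 array at a time kept its log2 fold change between -3.32 and -2.96, but the number of probes past the adjusted test at 30 μg/mL, 2 on all arrays, went from 0 (among others without replicate 1 of 30 μg/mL) to 8 (without control 3). It was 14 with slide as a block (9 higher and 5 lower) and 68 on slide 1 (49 higher and 19 lower), where all arrays gave 0 higher and 2 lower. The extracellular matrix gene THBS3 (-2.56) and the phosphatase DUSP8 (-2.67) were among the largest decreases at 30 μg/mL that did not pass the adjusted test (adjusted p = 0.127 and 0.149). PXYLP1 (-1.82), ELAPOR1 (-1.70) and IQCN (-1.95) were among those at 70 μg/mL, where limma passed 0 probes and the lowest adjusted p was 0.895. On slide 1, and with the block, THBS3 was at -2.06 and DUSP8 at -2.93 at 30 μg/mL, and PXYLP1 at -1.755, ELAPOR1 at -2.01 and IQCN at -1.25 at 70 μg/mL. At 30 μg/mL, 2788 of the 18786 probes (14.8%) had an unadjusted p under 0.05, 1708 higher and 1080 lower, against 939 expected by chance; GP1BB and a probe without a gene symbol passed the adjusted test. At 70 μg/mL there were 887 (4.72%) on all arrays, no more than chance gives, but 6.95% with slide as a block, 7.66% on slide 1 and 10.9% without control 2. Array weights and an intensity trend also left 0 adjusted calls at 70 μg/mL, and slide as a block gave 1. Over all genes, 227 met the criteria of the study at both doses (107 higher and 120 lower). Of these, 172 had a name that matched the reference table, and the others were counted under the name in the file. Simulated data without any change or slide difference gave 57 to 86. That simulation gave all groups the same spread per probe, although the controls varied more, so its range may lie too low. In addition, 9 of 100 drawn splits of the arrays, the real one included, gave 227 or more genes, so chance is not excluded for this number. On slide 1 this number was 714, of which 105 were shared with the fit on all arrays. With slide as a block it was 715, which 1 of 100 drawn splits within slide 1, the real one, reached (highest other 695). These splits were added after those of all arrays had been seen. Without the block the number ranged from 155 (without replicate 2 of 30 μg/mL) to 590 (without control 2) when single arrays were left out.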

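The replication-dependent histones rose as a group at 30 μg/mL, all 15 measured genes being higher, with a median log2 fold change of 1.22 (camera adjusted p = 8.45e-10, or adjusted p = 0.593 with an estimated correlation between the genes in place of the preset 0.01). H3C10 (1.70) and H2AC8 (1.58) had the lowest p among them, and H1-4 was at 1.20. Beside them, 32 small noncoding and ribosomal RNAs had a median of 1.03 at 30 μg/mL (29 positive) and 0.192 at 70 μg/mL. These RNA classes were chosen after the histones were seen. Both groups were taken as RNA without a poly(A) tail, whose labelling may differ between the groups of arrays. Labelling and an effect of the dose could not be told apart. Genes of cholesterol synthesis and uptake were lower, 17 of 21 at 30 μg/mL with a median of -0.50 (adjusted p = 0.00172, or adjusted p = 0.815 with an estimated correlation), led by DHCR7 (-1.37) and MSMO1 (-1.21). Genes of fatty acid synthesis, many of them SREBP1 targets, were lower in 21 of 27 (median -0.44, adjusted p = 0.0113, or adjusted p = 0.768 with an estimated correlation), with FADS2 at -1.13 and PNPLA3 at -1.02. NRF2 targets were higher in 21 of 25 (median 0.30, adjusted p = 0.0187, or adjusted p = 0.815 with an estimated correlation), with TXNRD1 at 1.36 and GSR at 0.79. At 70 μg/mL all 25 genes of the ATF4 response were lower (median -0.75, adjusted p = 6.19e-08), among them WARS1 (-1.60) and DDIT4 (-1.20), and 31 of 32 G1/S and DNA replication genes were higher (median 0.66, adjusted p = 2.29e-08), among them CDC6 (1.34) and FEN1 (0.95). With an estimated correlation the adjusted p = 0.815 for both lists. Other drawn splits of the arrays passed a median of 16 list tests, against 19 with the real groups. Camera p-values with the preset correlation therefore do not exclude chance. On slide 1 the median was -0.000816 for the ATF4 genes (adjusted p = 0.889) and 0.0058 for the G1/S genes (adjusted p = 0.911), and with slide as a block it was -0.00738 and 0.0058 (adjusted p = 0.606 and 0.874). The histones kept their increase on slide 1 at both doses (median 1.43 and 0.62, adjusted p = 7.67e-06 and 0.00227; 3.97e-06 and 0.00258 with the block; 0.792 and 0.799 on slide 1 with an estimated correlation). The cholesterol genes were lower on slide 1 at 30 and 70 μg/mL (median -0.66 and -0.41, adjusted p = 3.46e-05 and 0.000136; 9.42e-05 and 0.00032 with the block), and so were the fatty acid synthesis genes (-0.50 and -0.24, adjusted p = 0.0131 and 0.0289; 0.0173 and 0.0393 with the block). NRF2 targets were higher there as well (0.77 and 0.40, adjusted p = 0.000571 and 0.00207; 0.00143 and 0.0103 with the block). With an estimated correlation these 3 lists had an adjusted p = 0.792 at both doses on slide 1. On all arrays none of the 3 passed at 70 μg/mL, where the median was -0.27 for the cholesterol genes (14 of 21 lower, adjusted p = 0.0642), -0.27 for fatty acid synthesis (21 of 27 lower, adjusted p = 0.0843) and 0.135 for the NRF2 targets (17 of 25 higher, adjusted p = 0.499). Leaving out 1 array ended the call of the NRF2 list at 30 μg/mL without control 2 (adjusted p = 0.164) or replicate 1 of that dose (0.0685), the fatty acid synthesis list without replicate 3 of that dose (0.0592), and the histones at 70 μg/mL, where all arrays gave an adjusted p of 0.000456 (adjusted p = 0.815 with an estimated correlation), without replicate 2 of that dose (0.175).

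**Figure D1:**
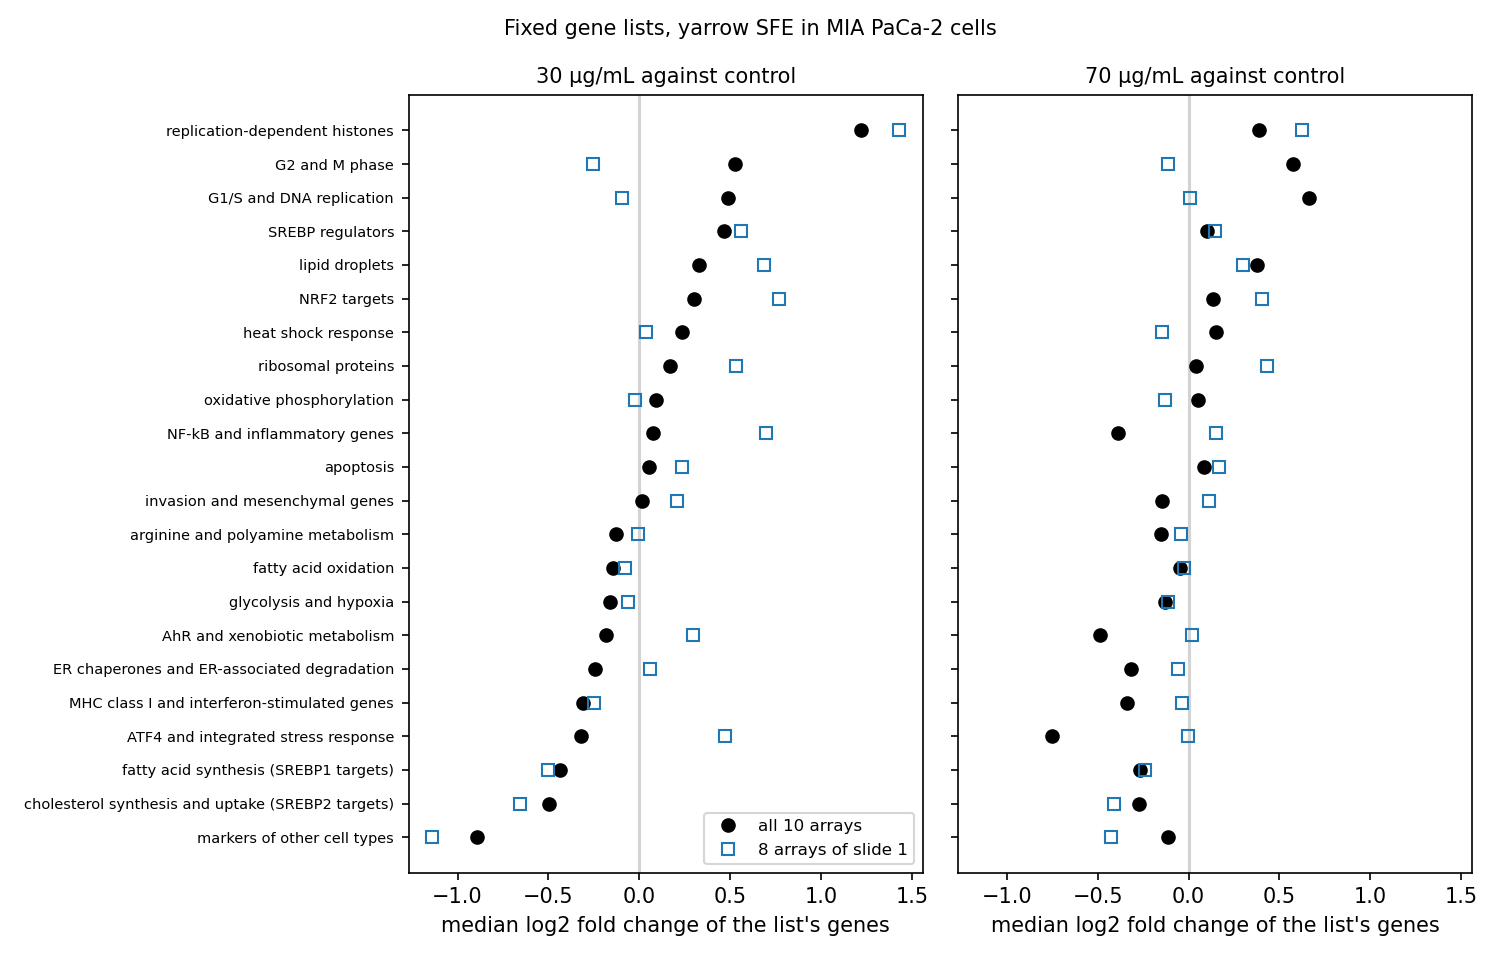
Median log2 fold change of 22 fixed gene lists at 30 and 70 μg/mL of Yarrow SFE against DMSO, on all 10 arrays (filled circles) and on the 8 arrays of slide 1 (open squares).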

Genes whose expression was significantly altered at both concentrations (p-value<0.05), with a minimum of 2-fold change overexpression or repression, compared to control non-treated cells (DMSO), are listed in **Table 1**.

**Table 1:** Microarray data of differentially expressed genes after treatment of MIA PaCa-2 pancreatic cancer cell line with 30 and 70 μg/mL Yarrow for 48 hours. Data represent the value of the most significant probe for three independent experiments for each condition. Genes with a statistical significant difference (p-value< 0,05) and more than 2-fold absolute change variation compared to control (DMSO) are shown.

Yarrow (μg/mL)	Genes	Fold Change	P-value (Limma)	Systematic Name	Description	Cancer Ref.	Pancreatic Cancer Ref.
30	**ASS1**	-3,62	0,033	NM_000050	Homo sapiens argininosuccinate synthase 1, transcript variant 1	[25–27]	[28–30]
70		-4,38	0,0477				
30	**CHD5**	2,84	0,0036	NM_015557	Homo sapiens chromodomain helicase DNA binding protein 5	[31–33]	[34]
70		2,40	0,0026				
30	**CREBZF**	2,82	0,0017	NM_001039618	Homo sapiens CREB/ATF bZIP transcription factor, transcript variant 1	[35,36]	
70		2,08	0,0214				
30	**CSTF3**	2,08	0,0355	NM_001033505	Homo sapiens cleavage stimulation factor, transcript variant 2	[37,38]	
70		2,08	0,0269				
30	**DHRS3**	-2,78	0,0178	NM_004753	Homo sapiens dehydrogenase /reductase (SDR family) member 3	[39,40]	
70		-2,52	0,0435				
30	**HLA-G**	-2,80	0,0415	NM_002127	Homo sapiens major histocompatibility complex, class I, G	[41–43]	[44,45]
70		-3,58	0,0280				
30	**HSPA5**	-2,44	0,0406	NM_005347	Homo sapiens heat shock 70kDa protein 5 glucose-regulated protein,78kDa	[46–49]	[50–52]
70		-2,51	0,0444				
30	**ICAM5**	-2,05	0,0145	NM_003259	Homo sapiens intercellular adhesion molecule 5, telencephalin	[53,54]	
70		-2,02	0,0196				
30	**ING3**	2,44	0,0035	NM_019071	Homo sapiens inhibitor of growth family, member 3 transcript variant 1	[55,56]	
70		2,03	0,0152				
30	**MEF2D**	-2,98	0,0144	NM_005920	Homo sapiens myocyte enhancer factor 2D, transcript variant 1	[57–59]	
70		-2,18	0,0155				
30	**PALM**	-3,21	0,0028	NM_002579	Homo sapiens paralemmin, transcript variant 1	[60,61]	
70		-2,09	0,0271				
30	**RAB11FIP1**	-2,06	0,0334	NM_001002814	Homo sapiens RAB11 family interacting protein 1 (class I), transcript variant 3	[62]	
70		-2,11	0,0448				
30	**SERPINA3**	-3,01	0,0078	NM_001085	Homo sapiens serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 3	[63,64]	
70		-2,27	0,0061				
30	**SHC1**	-2,21	0,0237	NM_003029	Homo sapiens SHC (Src homology 2 domain containing) transforming protein 1, transcript variant 2	[65]	[66]
70		-2,01	0,0359				
30	**SKAP2**	-2,61	0,0149	ENST00000345317	Src kinase associated phosphoprotein 2	[67,68]	[69]
70		-2,08	0,0346				
30	**SREBF1**	-2,75	0,0004	NM_001005291	Homo sapiens sterol regulatory element binding transcription factor 1, transcript variant 1	[70–74]	[75,76]
70		-2,05	0,0064				
30	**TRIM44**	-2,13	0,0351	NM_017583	Homo sapiens tripartite motif containing 44	[77–79]	
70		-2,07	0,0371				

SREBF1 (Sterol Regulatory Element Binding Transcription Factor), ASS1 (Argininosuccinate Synthase) and HSPA-5 (Homo Sapiens Heat Shock protein 5) were selected for further validation by RT-qPCR due to their known association with tumor processes and with pancreatic cancer development. 

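SREBF1 was lower on every treated array than on any control array, with a log2 fold change of -1.42 at 30 μg/mL (SE 0.407, limma p of 0.0051, adjusted p = 0.199) and -0.96 at 70 μg/mL (limma p of 0.0376). The probe of ASS1 with the Table 1 accession was lower by a similar or larger amount but far less evenly, -1.51 at 30 μg/mL (SE 0.812, limma p of 0.0904, exact permutation p = 0.171) and -2.20 at 70 μg/mL (limma p of 0.0202, exact p = 0.143). The chaperone gene HSPA5 was lower at both doses, -1.30 and -1.23 (SE 0.466, limma p of 0.0177 and 0.0229, exact permutation p = 0.0857 and 0.114). None of the 3 passed the adjusted test. SREBF1 levels were 7.04, 5.29, 5.30 and 5.59 on the control arrays, 4.36, 4.57 and 4.24 at 30 μg/mL and 4.63, 5.00 and 4.91 at 70 μg/mL. On slide 1, SREBF1 was at -1.78 and -1.32 (limma p of 0.00414 and 0.0194; 0.00284 and 0.0153 with slide as a block), where an exact permutation p cannot lie below 0.1. Without control 1 it was at -1.01 and -0.55 (limma p of 0.00268 and 0.0555), and without replicate 1, 2 or 3 of 70 μg/mL the p at that dose was 0.107, 0.0572 and 0.0675 (limma). The other SREBF1 probe gave -0.64 and -0.51 (limma p of 0.0516 and 0.112). ASS1 was about as high on controls 1 and 2 (0.24 and -0.26) as on most treated arrays, whereas controls 3 and 4 were at 2.36 and 2.10, and on slide 1 its log2 fold change was -0.39 and -1.08 (limma p of 0.649 and 0.221; 0.632 and 0.197 with the block). At 70 μg/mL the ASS1 value also rests on replicate 3, at -3.12, without which it was -1.19 (limma p of 0.114). The other ASS1 probe gave -1.48 and -0.998. HSPA5 was highest on controls 3 and 4 (3.57 and 2.33, against 1.56 and 1.54 on controls 1 and 2), and slide 1 alone gave -0.60 and -0.53 (limma p of 0.0966 and 0.134; 0.172 and 0.221 with the block). For HSPA5 the p at 70 μg/mL rose to 0.0765 without replicate 1 and 0.0597 without replicate 2 of that dose, and the p at 30 μg/mL to 0.0602 without replicate 3 of that dose (limma). HSPA5 also no longer met the criteria of the study without control 3, its highest control.

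**Figure D2:**
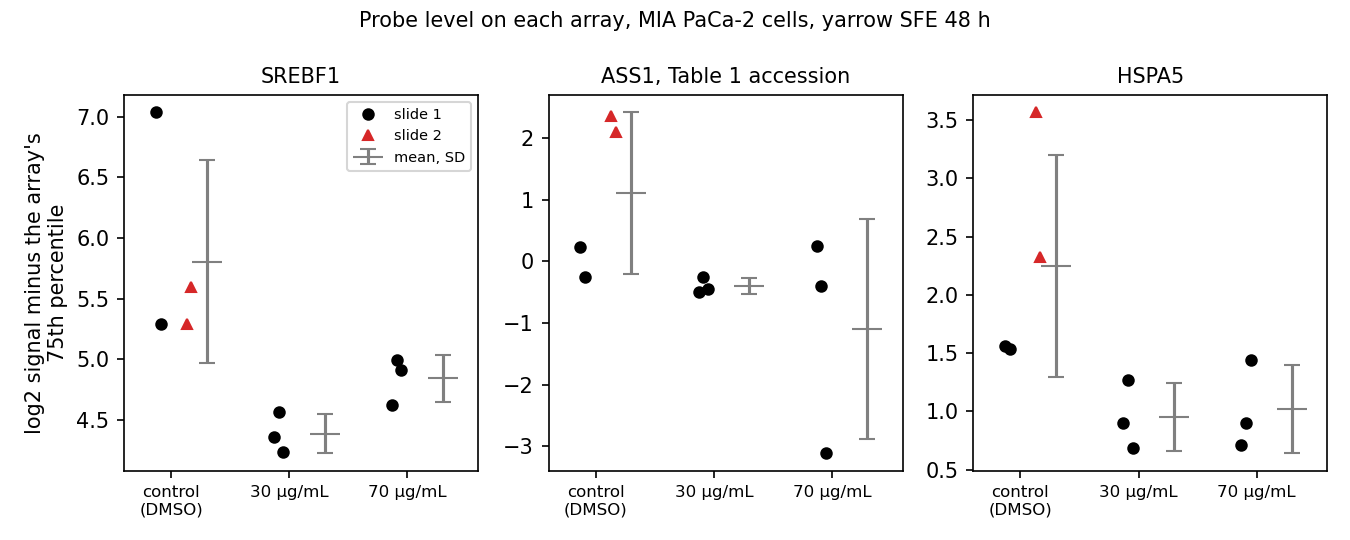
Level of SREBF1, ASS1 and HSPA5 on each array (log2 signal relative to the 75th percentile of the array), with the mean and SD of each group. Circles are arrays of slide 1 and triangles arrays of slide 2.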

As shown in **Fig 1**, Yarrow SFE significantly diminished the expression levels of SREBF1 in a 25% and 48% after 30 and 70 μg/m treatments respectively, compared to control cells (DMSO).

**Fig 1:**
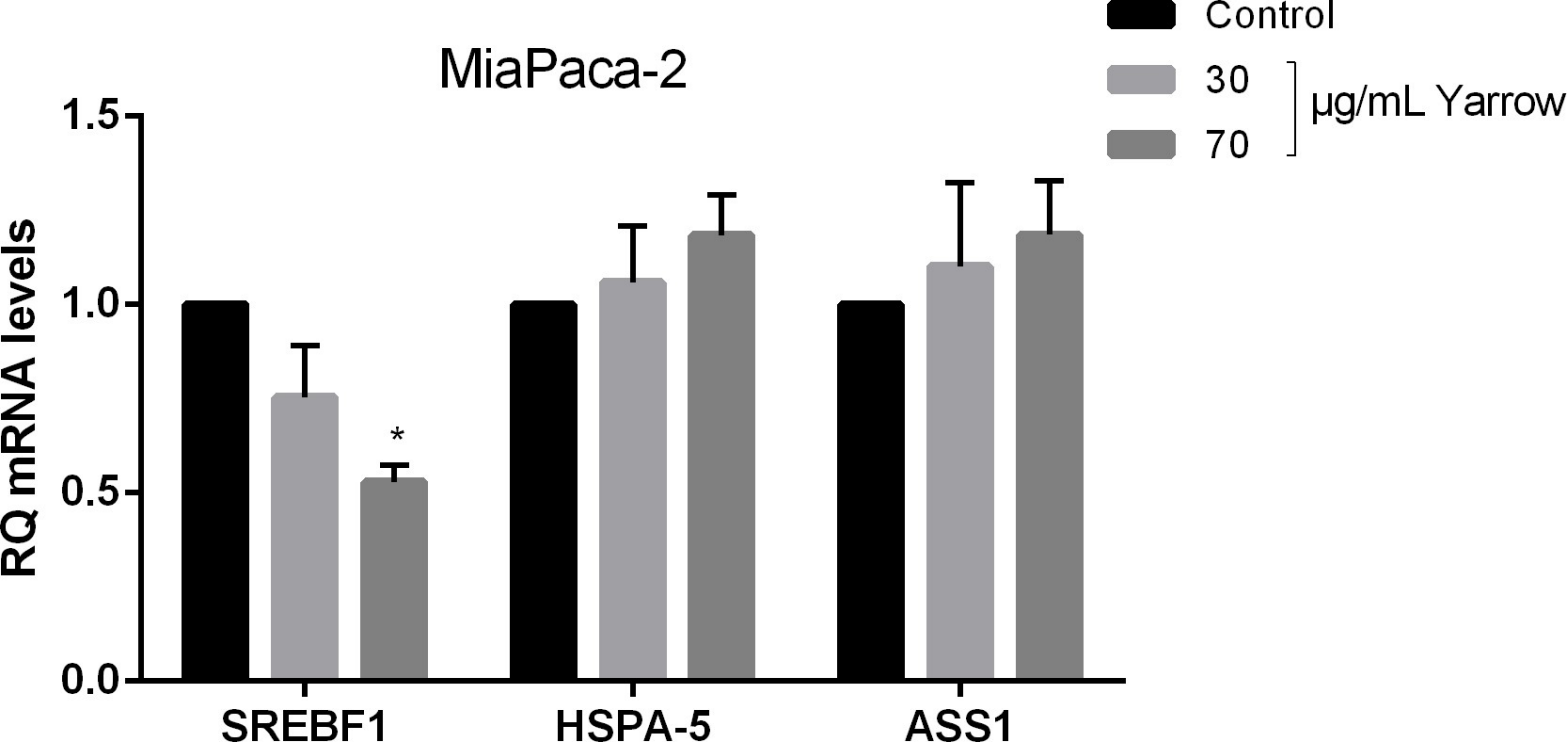
Microarray validation. mRNA relative expression in human pancreatic cancer-derived cells (MIA PaCa-2) treated with two different concentrations of Yarrow extract (30 and 70 μg/mL) in comparison with non-treated cells (subtracting the endogenous control 18S ribosomal RNA). Data represent the mean ± S.E.M of three independent experiments each one performed in triplicate. Asterisks indicate statistical differences in treated cells in comparison with the control (DMSO) *p<0.05.

Sterol regulatory element binding proteins (SREBP) are master transcriptional regulators of the synthesis and uptake of lipids and cholesterol [80]. In mammals, there are two isoforms of SREBP proteins, SREBP1 and SREBP2. SREBP1 is mainly implicated in the expression of genes for *de novo* synthesis of fatty acids, meanwhile SREBP2 is dedicated to the regulation of genes involved in the synthesis and uptake of cholesterol. Nevertheless, SREBP1 and 2 significantly overlap in the regulation of lipid homeostasis [81,82].

SREBP1 has been found highly upregulated in several cancers. In humans, it includes, in turn, two isoforms: SREBP1c which regulates FA metabolism, and SREBP1a which is implicated in both fatty acid (FA) and cholesterol metabolism [81].

As individual functions of SREBPs are overlapped, we wanted to determine the effect of Yarrow SFE on the expression of the two SREBP1 isoforms. As shown in **Fig 2A**, RT-qPCR analysis showed that Yarrow SFE diminished the expression of SREBF1a and 1c similarly in a dose-dependent manner.

**Fig 2:**
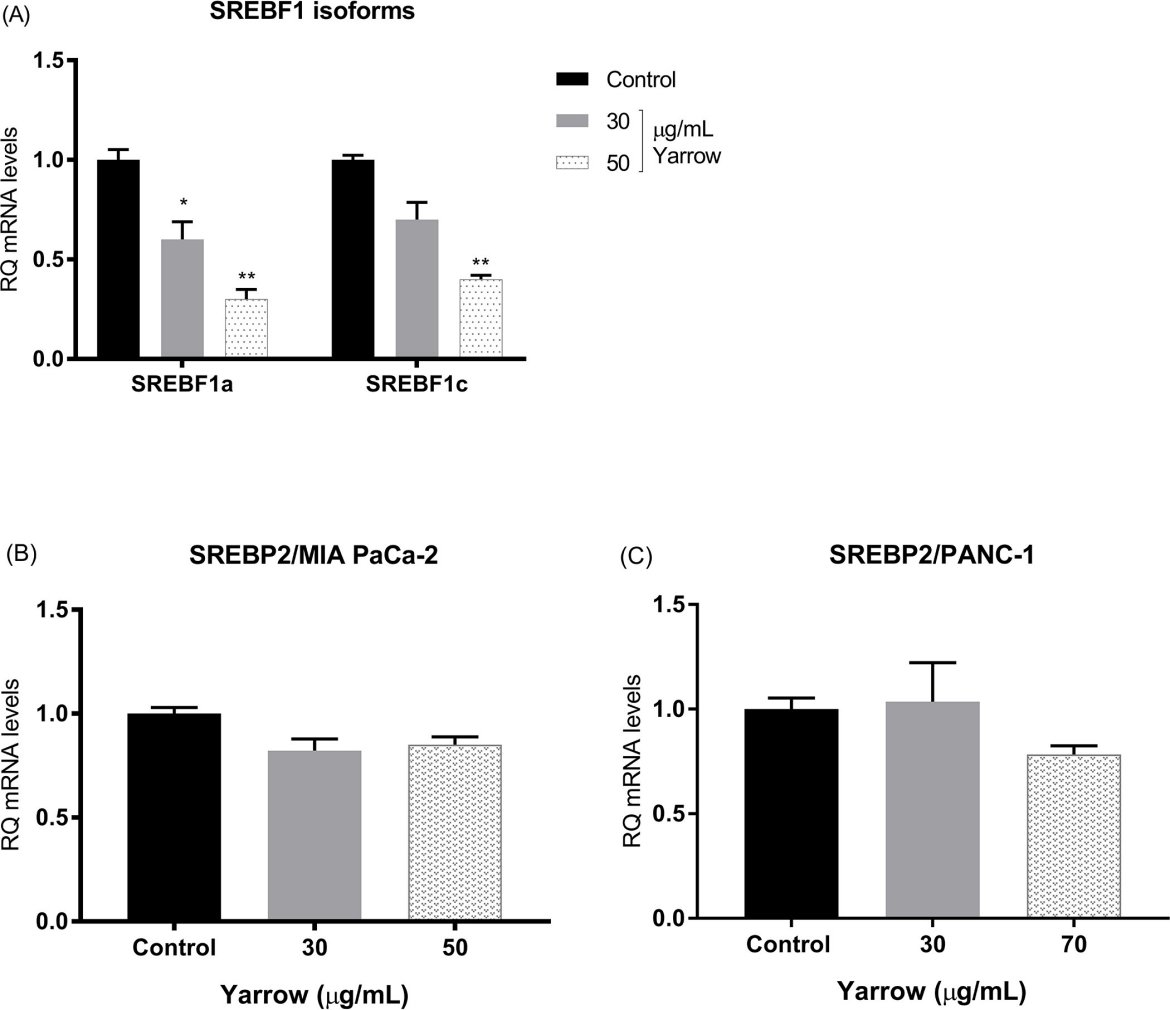
Yarrow SFE inhibits the expression of SREBP1 but not the expression of SREBP2. (A) Expression levels of SREBF1a and SREBF1c isoforms, (B) and levels of SREBF2 mRNA relative expression in human pancreatic cancer-derived MIA PaCa-2 (C) and PANC-1 cells treated 48 hours with different concentrations of Yarrow SFE. Data represent the mean ± S.E.M of three independent experiments each one performed in triplicate. Asterisks indicate statistical differences in treated cells in comparison with control (DMSO) and *p<0.05; **p<0.01.

On the other hand, the altered cholesterol homeostasis is frequently linked to the tumorigenic process and malignancy of tumors [83]. Considering that SREBP1a and SREBP2 share around 45% of homology at the protein level, we wonder if Yarrow SFE extract could affect the expression of SREBF2 in a similar manner it does with SREBF1. Treatments with Yarrow SFE did not show a significant affectation of the expression levels of SREBF2 neither in MIA PaCa-2 (**Fig 2B**) nor in PANC-1 (**Fig 2C**). Indeed, when we analyzed the intracellular cholesterol content, we did not found differences between Yarrow SFE treatments compared to control cells (**S1 Fig**), certainly due to the non-alteration of SREBP2 expression.

These results suggest that SREBP2 can maintain the cholesterol homeostasis in spite of the downregulation of SREBP1, where Yarrow SFE specifically targets the expression of SREBF1 transcription factor.

Importantly, as the activity of SREBP1 is low in normal tissues and aberrantly increased in cancer pathogenesis [84], its inhibition has been considered a promising strategy for cancer treatment [75,82].

### Yarrow SFE downregulates FASN and SCD downstream molecular targets of SREBP1

Multiple studies have revealed that oncogenic pathways such as PI3K/Akt signaling, which regulates glucose metabolism, and oncogenic Myc, which regulates glutamine metabolism, end up with the upregulation of SREBP1 to promote fatty acid synthesis [84–86].

Thus, SREBP1 connects oncogenic upregulation of glycolysis and/or glutaminolysis to lipogenesis [11], by inducing the expression of Fatty Acid Synthase (FASN) and the Stearoyl-CoA desaturase (SCD), among others. As we did not have observed any significant difference regardless cholesterol levels, we wonder if lipogenic genes regulated by SREBP1, such as FASN and SCD, could be altered. Yarrow SFE treatments of MIA PaCa-2 cells for 48 hours downregulated the expression levels of FASN and SCD enzymes, both at the transcriptional (**Fig 3A**) and at the post-transcriptional levels (**Fig 4A**).

**Fig 3:**
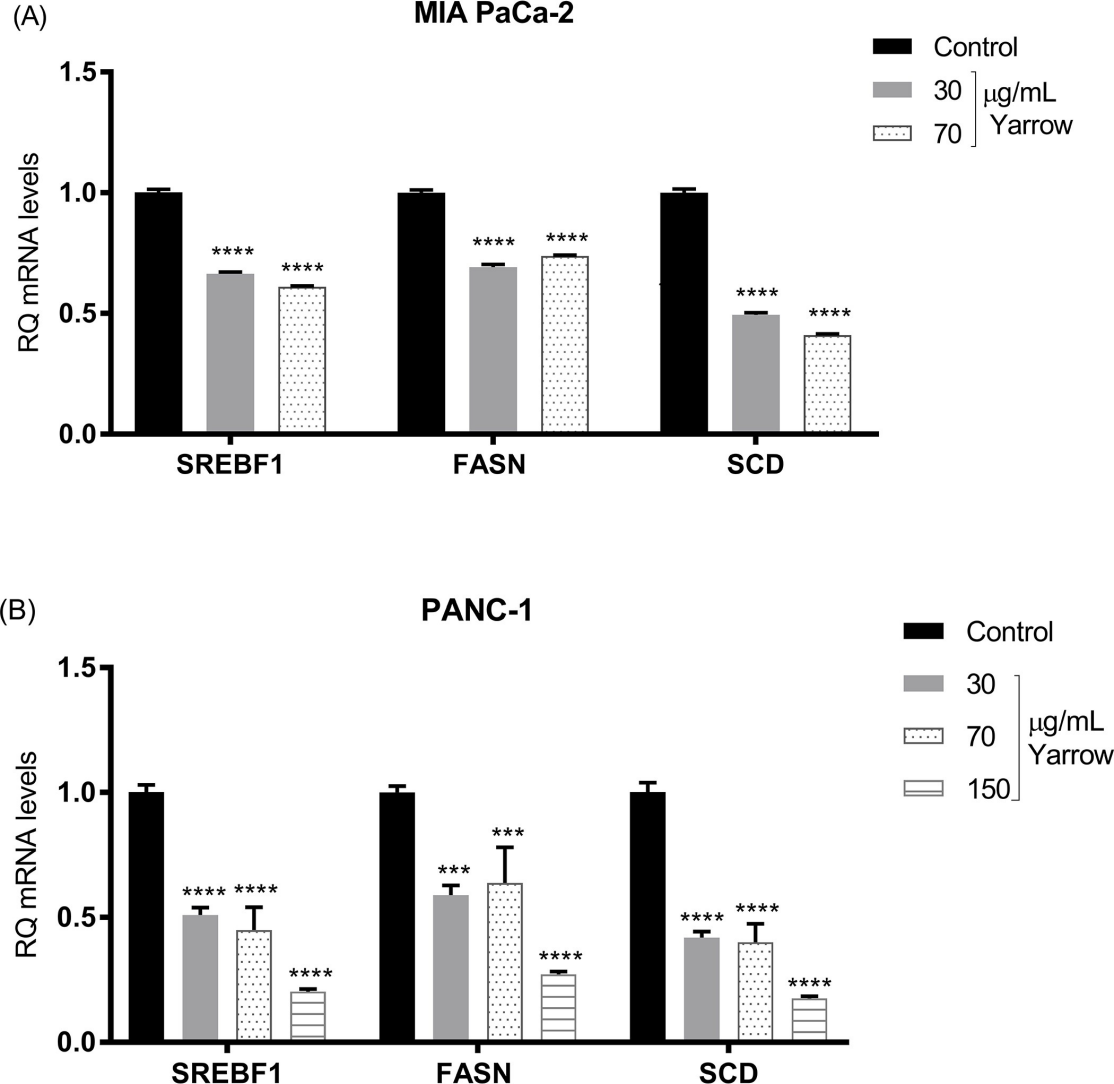
Yarrow SFE inhibits the expression levels of SREBP1 molecular targets FASN and SCD in MIA PaCa-2 and PANC-1 pancreatic cancer cells. (A) mRNA relative expression in human pancreatic cancer-derived MIA PaCa-2 and (B) PANC-1 cells treated 48 hours with different concentrations of Yarrow extract. Data represent the mean ± S.E.M of three independent experiments each one performed in triplicate. Asterisks indicate statistical differences in treated cells compared to control (DMSO) and ***p<0.001; ****p<0.0001.

**Fig 4:**
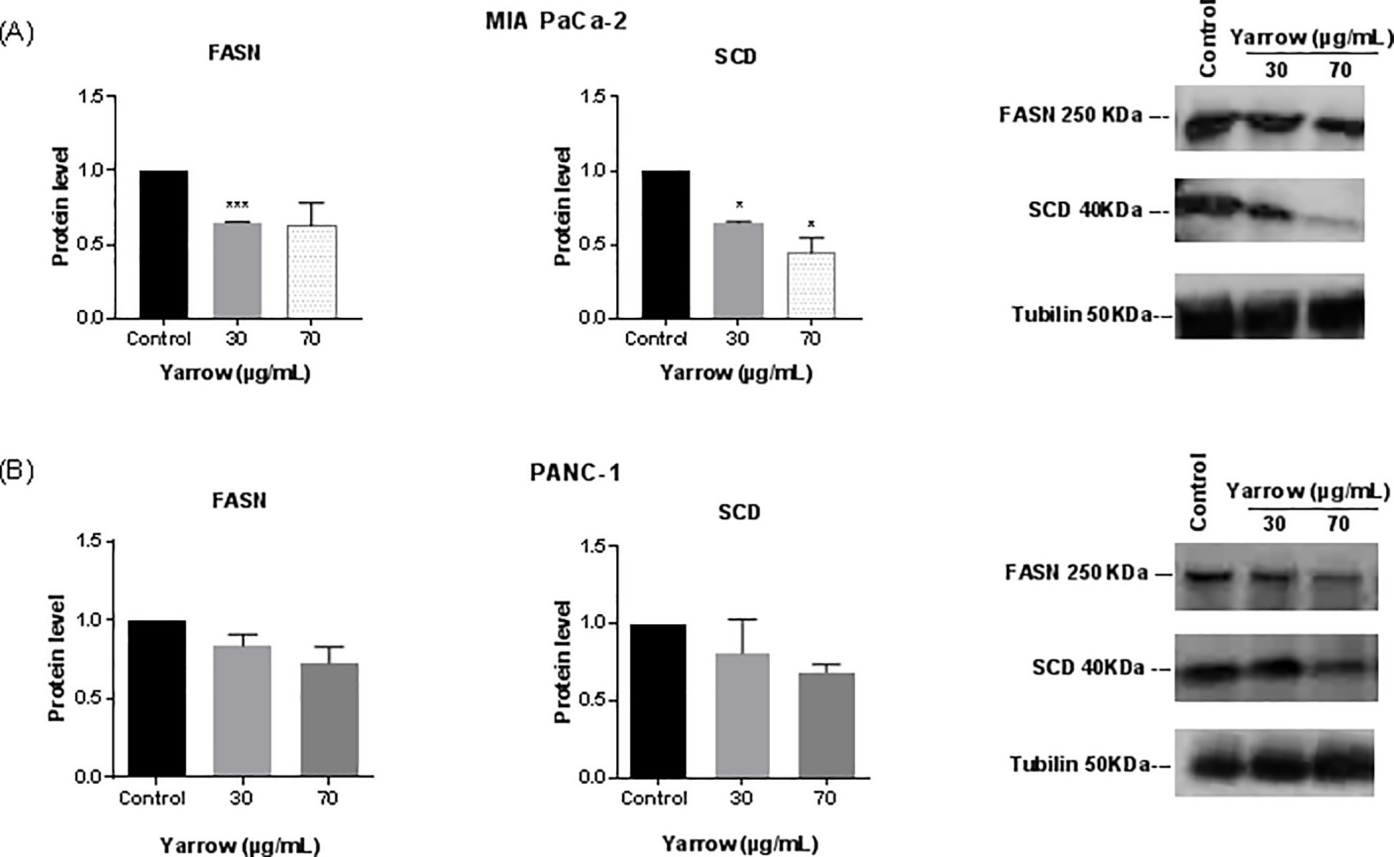
Yarrow SFE extract diminishes FASN and SCD protein levels in MIA PaCa-2 and PANC-1 pancreatic cancer cels. (A) Western blot protein analysis and quantification of FASN and SCD in MIA PaCa-2 and (B) in PANC-1 cell lines treated with Yarrow SFE extracts for 48 hours. Bar data represents the mean ± S.E.M of three independent experiments each one performed in duplicate, and bands are representative of one experiment. Asterisks indicate statistical differences in treated compared to non-treated cells *p<0.05; ***p<0.001.

We obtained similar results after Yarrow SFE treatment in PANC-1, a pancreatic cancer cell line which has been described to be more chemo and radio-resistant, compared to MIA PaCa-2 cells [87,88]. **Fig 3B** shows a significant downregulation of the mRNA expression levels of SREBP1, FASN and SCD in PANC-1 pancreatic cancer cell line, and **Fig 4B** shows a tendency towards a reduction in the protein expression levels of FASN and SCD.

The effect of Yarrow SFE on SREBF1 downregulation seems to be highly specific, as similar results were obtained in other cancer types, such as in SW-620, a colon cancer cell line (**S2 Fig**).

### Yarrow SFE diminishes intracellular lipid content and cell invasion

Tumor cell invasion is an important read-out of the aggressiveness and metastatic potential of cancer cells. In this regard, it has been described a link between FASN downregulation and the reduction of invasion in cancer [84,89]. Thus, next we aimed to investigate the ability of Yarrow SFE to affect the invasion capabilities of MIA PaCa-2 cells through Matrigel-coated chambers. After 48 hours of exposition to Yarrow SFE extract, cells which still alive were placed onto a Matrigel chamber and those invading the matrix towards the lower chamber were monitored. Yarrow SFE treatment significantly reduced the number of cells that passed through Matrigel in a dose-dependent manner, with a reduction of the invading cells of a 50% and 80% after treatment with 30 and 70 μg/mL of the extract, respectively, compared to control non-treated cells (DMSO) (**Fig 5A**). To further assess the impact of Yarrow SFE in intracellular lipid metabolism, we used the Bodipy fluorophore, a specific dye for cellular neutral lipid droplets content. As shown in **Fig 5B**, MiaPaca-2 treated cells with Yarrow SFE were less prone to neutral lipid droplets accumulation compared to control non-treated cells (DMSO). These results suggest that alterations in lipid homeostasis impact on signaling pathways implicated in invasion.

**Fig 5:**
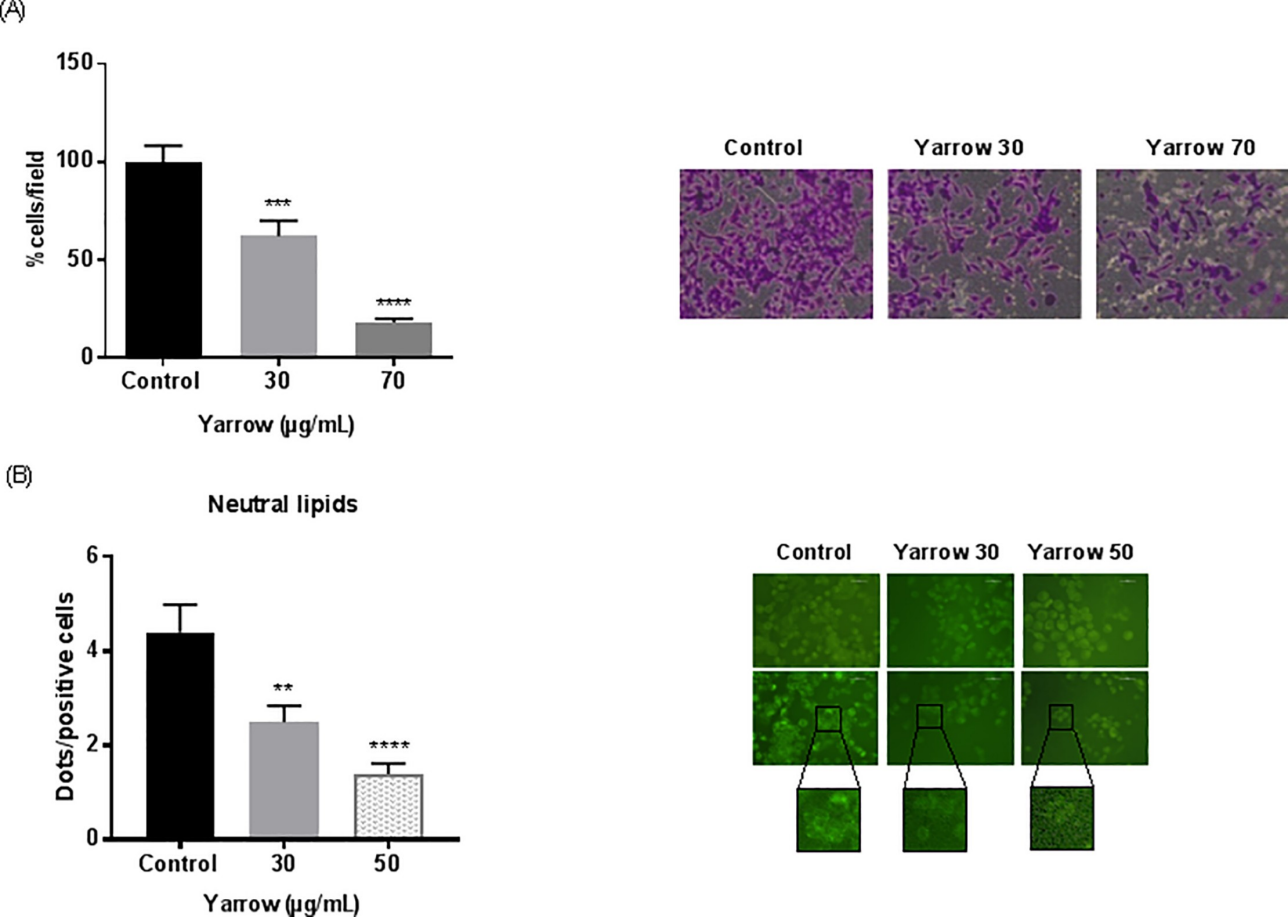
Yarrow SFE extract reduces MIA PaCa-2 cell invasion and intracellular neutral lipid content. (A) Quantification of cells invading through Matrigel-coated chambers after 48h of treatment with Yarrow SFE compared to non-treated control cells (DMSO). Data represent mean ± S.E.M of three independent experiments each one performed in duplicate. (B) Representative immunofluorescence images of the fluorophore Bodipy distribution in MIA PaCa-2 treated cells with Yarrow SFE and non-treated cells, carried out twice. Asterisks indicate statistical differences between Yarrow SFE treated cells compared to non-treated cells (**p<0,01; ***p<0.001; ****p<0.001).

### Yarrow-SFE inhibits the growth of pancreatic tumor xenografts in athymic nude mice

As we have previously shown *in vitro*, antitumoral effects of Yarrow SFE on pancreatic cancer cells reduce cell viability, inhibit tridimensional cell growth, and induce apoptosis [22]. As here we found an inhibition of invasion and a reduced expression of molecular targets implicated in FA and cholesterol homeostasis, we aimed to investigate whether Yarrow SFE could inhibit *in vivo* the tumor growth of pancreatic cancer cells using a xenograft mouse model.

With this purpose, we injected 1,5x10^6^ of MIA PaCa-2 cells subcutaneously in nude mice. Tumor volume was measured three times per week from the day of inoculation. When tumors reached an average volume of 100 mm^3^, mice were treated with 1000 mg/kg Yarrow 3 times per week. As shown in **Fig 6A**, tumor growth was reduced in Yarrow SFE treated animals compared to control animals (corn oil) being statistically significant after 10 days of treatment.

**Fig 6:**
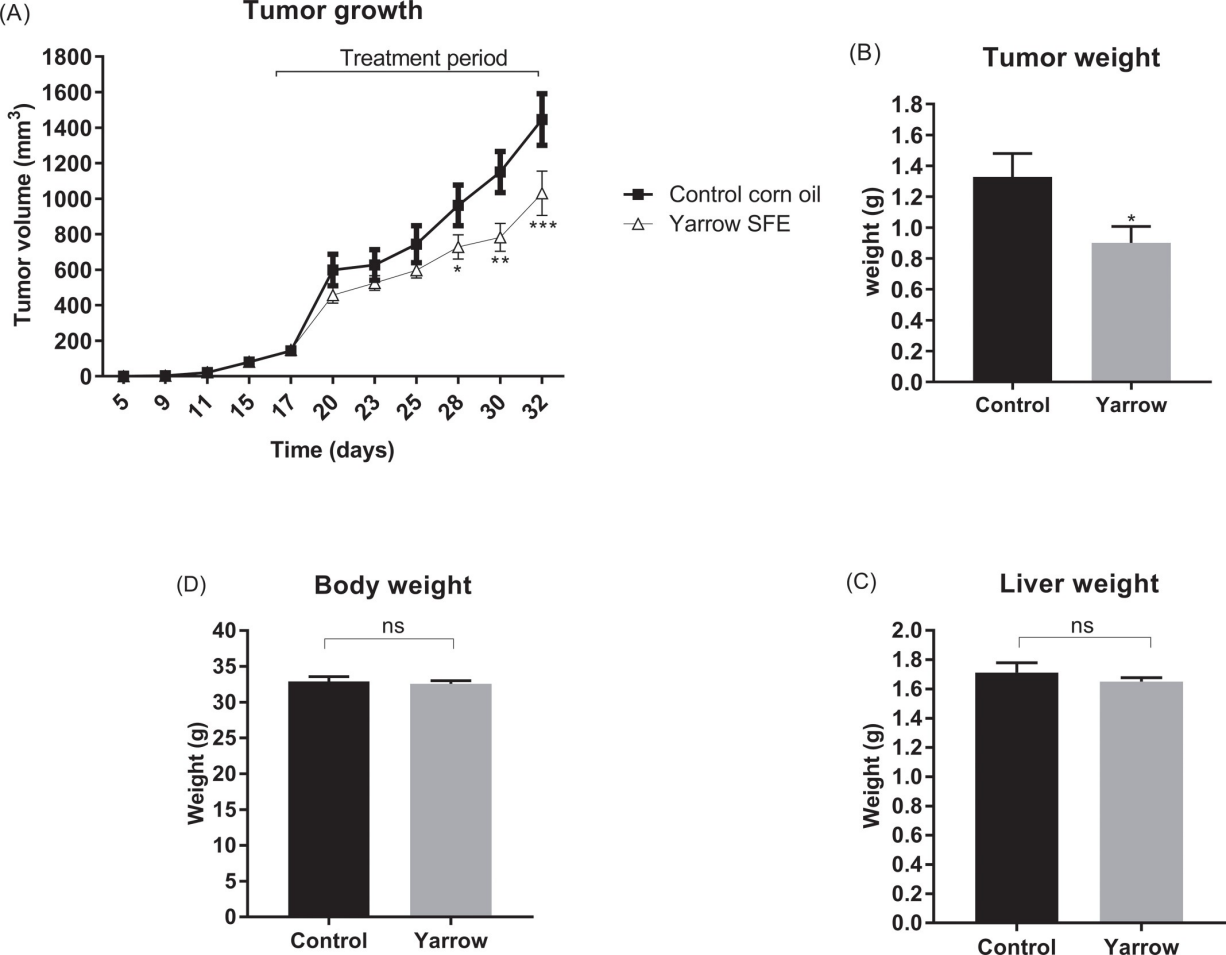
Yarrow SFE diminishes the growth of MIA PaCa-2 tumor xenograft in nude mice. (A) Tumor volume evolution of MIA PaCa-2 xenografts treated with Yarrow SFE extract compared to non-treated control mice (corn oil). (B) Tumor weight, (C) Liver weight and (D) Total body weight quantification at the end of the experiment. Data represents the mean ± S.E.M for 8 treated animals and 8 controls. Asterisks indicate statistical differences in treated with respect to non-treated mice *p<0.05; **p<0.01; ***p<0.001.

Tumor weights at the end of the experiment showed significant reduced values in Yarrow SFE treated mice compared to control animals (Fig 6B). Importantly, we did not find differences regardless body weights nor liver weights (Fig 6C and 6D).

At the end of the experiment, Yarrow SFE treated mice presented a tumor volume reduction of 28.69% (P < 0.05) compared to the control ones (corn oil). Ki-67 staining showed a decrease in the number of Ki-67 positive cells in the tumors of Yarrow SFE treated mice compared to control ones, indicating a reduction in proliferation of tumor cells (**Fig 7A**). Importantly, the expression levels of SREBF1 in the tumors of Yarrow SFE treated animals was also significantly reduced compared to control animals **(Fig 7B**).

**Fig 7:**
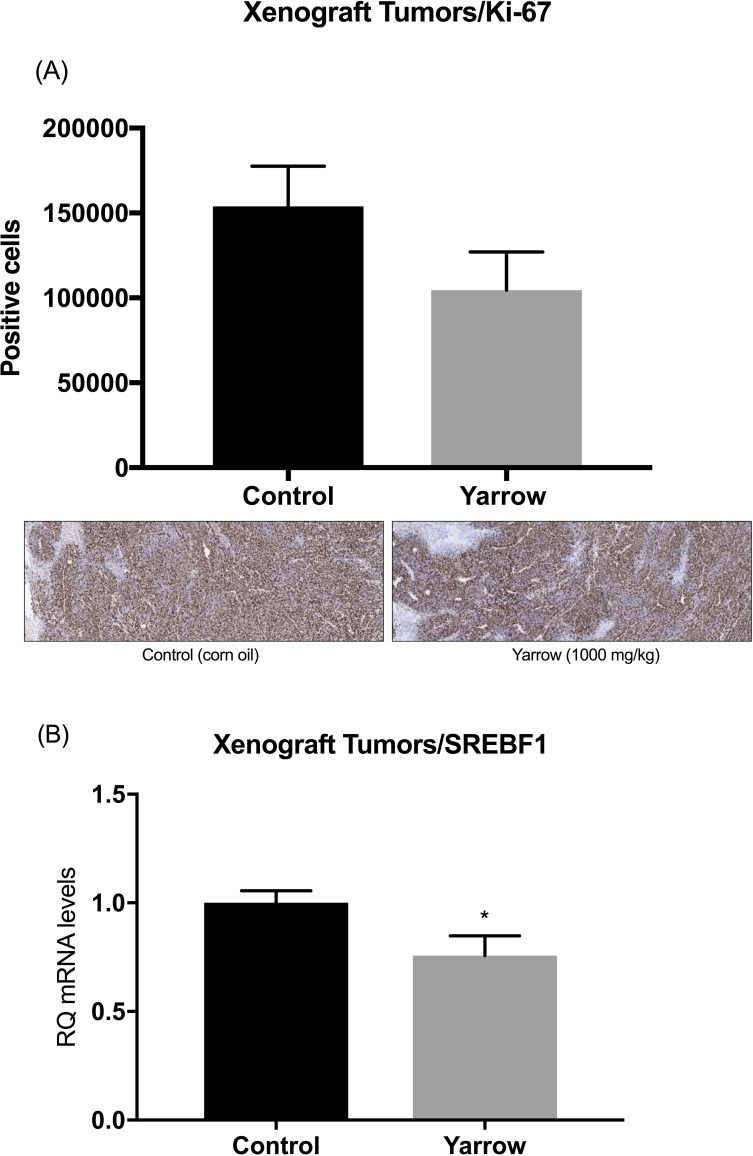
Yarrow SFE diminishes pancreatic cancer cell proliferation in tumor xenografts and SREBF1 expression. (A) Representative images of Ki-67 immunostaining and Ki-67 quantification at the end of the experiment. (B) SREBF1 expression levels in tumors of Yarrow SFE treated mice compared to non-treated control mice (corn oil). Data represent the mean ± S.E.M of five animals for the immunostaining and 8 animals for qPCR. Asterisks indicate statistical differences in treated animals comparing with the control (corn oil) and *p<0.05.

## Discussion

Pancreatic cancer remains one of the most uncontrollable and devastating malignant tumors due to its late diagnosis and chemo-refractory profile.

The altered metabolism in tumoral cells has been highlighted in the last years, being an important part of the metabolic reprogramming found in cancer. Lipids, in addition to their role as fuels for ATP production, they play a key role as components of plasmatic and organelles membranes, affecting their plasticity, and are also important as cell signaling molecules. Lipid metabolism alterations have been related to an increase in tumor progression and malignancy. In this regard, SREBP proteins, which are master regulators of lipid metabolism, together with FASN and SCD have been found to be upregulated in several neoplasia. Regardless pancreatic cancer, alterations in lipid metabolism have been also described, such as the increase of *de novo* lipogenesis, which supports tumor growth and malignancy [75,84] and correlates with poorer prognosis in clinics [90].

In this scenario, new approaches to target the altered lipid metabolism in cancer are required to improve cancer patient´s survival. Plant-derived products are a source of bioactive compounds with a reduced toxicity that have great potential in the treatment of chronic diseases conditions including obesity, metabolic syndrome, type 2 diabetes, cardiovascular diseases and cancer [91,92]. Conventional strategies of pharmaceutical industries are focused on isolating pure components as a treatment approach, but plant derived extracts are of great interest because they are composed by several bioactive phytochemicals, as well as because they can act synergistically and target several genes.

In this context, we recently have investigated the antitumoral properties of Yarrow SFE extract (obtained by supercritical fluid extraction -SFE-). Yarrow SFE diminished cell viability of pancreatic cancer cell lines by induction of apoptosis. Moreover, it reduced the ability of these cells to growth and to form colonies in Matrigel. Importantly, Yarrow SFE extract synergized with the antimetabolite 5-fluororacil which is currently used in clinics to treat pancreatic tumors, making the treatment more effective [22].

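The SREBF1 probe with the Table 1 accession was below all 4 control arrays on each treated array, and its homologue SREBF2 was lower as well, with log2 fold changes of -1.15 at 30 μg/mL (limma p of 0.00193, adjusted p = 0.169) and -0.69 at 70 μg/mL (limma p of 0.0345, adjusted p = 0.895). Neither gene passed the adjusted test. By RT-qPCR the study found no significant fall of SREBF2 in MIA PaCa-2 or PANC-1 cells, and it saw no difference in intracellular cholesterol. The second SREBF1 probe on the array changed less, -0.64 and -0.51. For SREBF1 the exact permutation p was 0.0286 at 30 μg/mL, the smallest that 3 against 4 arrays can give, and 0.0857 at 70 μg/mL; for the second probe it was 0.0857 and 0.114, and for SREBF2 0.0286 and 0.0571. Of the 18786 probes, 481 had a lower p than SREBF1 at 30 μg/mL and 627 at 70 μg/mL, and 477 and 630 had larger decreases. For SREBF2, 213 and 563 probes had a lower p and 846 and 1463 larger decreases. The study took SREBF1 from the genes past 2-fold at both doses because of its known role in tumors and then measured it by RT-qPCR. SREBF1 was 0.46 higher at 70 than at 30 μg/mL (limma p of 0.317). Control 1, the highest SREBF1 value, weighs on the result, since without it the log2 fold changes were -1.01 and -0.55 (limma p of 0.0555 at 70 μg/mL). The p at 70 μg/mL was also above 0.05 without replicate 1, 2 or 3 of that dose (limma p of 0.107, 0.0572 and 0.0675). On slide 1 the second SREBF1 probe gave -0.43 and -0.30, and SREBF2 -0.85 and -0.38 (limma p of 0.0154 and 0.211; with slide as a block 0.0149 and 0.215), against 0.00284 and 0.0153 for SREBF1 with the block.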

Herein, by microarray gene expression analysis of MIA PaCa-2 cells treated with Yarrow SFE (at 30 and 70 μg/mL), we identify SREBF1 transcription factor as a direct molecular target of the extract. The same tendency is found in another pancreatic cancer cell line, PANC-1, which is has been reported to be a more aggressive [93]. Yarrow SFE targets similarly SREBF1a and SREBF1c isoforms, but do not significantly downregulates the expression of SREBF2.

SREBP1c binds to the promoter of genes such as FASN (Fatty Acid Synthase), SCD (Stearoyl-CoA Desaturase) or ACC (Acetyl-CoA carboxylase) [94–96], which are essential players for *de novo* synthesis of fatty acids or lipogenesis.

In pancreatic cancer, it has been shown that SREBP1 expression is significantly higher in tumoral tissue compared to adjacent normal tissue. In addition, the aberrant expression of this gene predicts worst prognosis [75]. SREBP1 levels are also increased in other types of cancer, such as prostate, liver, or endometrial tumors, conferring them higher invasion and metastatic capacities [70,73,74]. Thus, SREBP1 has been proposed by several authors as a potential therapeutic target in cancer treatment [82]. In pancreatic cancer cells (PANC-1, PxPC3 and SW1990), SREBP1 silencing reduced proliferation and colony formation. Moreover, SREBF1 silencing diminished the expression of key growth- and apoptosis-regulating genes such as FASN, SCD, TP53, ACC, that results in the decrease of intracellular lipid content and apoptosis [97]. These results are similar to ours after Yarrow SFE treatments, where there is a reduction of SREBF1 expression levels together with an inhibition of invasion and induction of apoptosis (caspase activation). In addition, we have previously shown that Yarrow SFE is more selective against cancer cell lines than normal cells [22]. As cancer cells present higher expression of SREBF1 than normal cells [75], the observed effect of Yarrow SFE on SREBF1 could explain the specificity against tumor cells, being normal cells more protected.

In patients, together with SREBP1, FASN and SCD are also considered worse prognosis markers. These genes are also diminished in MIA PaCa-2 cells after Yarrow SFE treatments.

In the same way, FASN has been shown to be upregulated in several cancers [16,84], including pancreatic cancer [98,99]. High serum levels of FASN are associated with aggressiveness [98,100] and resistance to the chemotherapeutic gemcitabine [101,102].

Conversely, FASN inhibition have been shown to decrease tumor growth and to drive apoptotic cell death. These cytotoxic and cytostatic effects have been validated in ovarian, prostate and pancreatic cancers [98,103,104]. In addition, FASN pharmacological blockage also synergizes with 5-fluororacil [105] to enhance apoptosis activation [76,106]. In this sense, our results match with previous ones, where Yarrow SFE extract could act as a FASN inhibitor.

Finally, regarding SCD, which catalyzes the rate limiting step in the production of monounsaturated fatty acids (MUFAs), whose levels are directly associated with replication rates in cancer cells [107]. High levels of SCD have been described to increase cell proliferation and survival in pancreatic tumors [107,108], and its inhibition has been shown to brake tumor growth in lung, colorectal, osteosarcoma and breast tumors [65–67]. Thus, being considered as a target for chemotherapy, SCD therapeutic inhibition affects tumor growth in several xenograft models (prostate, kidney, gastric or ovarian tumor [68,69].

In the context of the use of phytochemicals for cancer treatment through a metabolic approach, genistein and ginkgolic acid have already been demonstrated to induce cytotoxicity by downregulating of SREBP1 [71,109]. Promising results have been obtained by luteolin, which also targets FASN [76].

Herein, we demonstrate that Yarrow SFE inhibits SREBF1, FASN and SCD leading to less accumulation of lipid droplets which also correlates with the inhibition of cell invasion. Further studies are needed to better understand how Yarrow SFE could disrupt cell metabolism and/or cell bioenergy through metabolomic approaches and cell bioenergetics flux analysis.

Importantly, we demonstrate the *in vivo* effect of Yarrow SFE inhibiting the tumor growth of xenografts models, which seems to be mediated, at least partially, by the downregulation of SREBP1.

In this sense, our data suggest that Yarrow SFE can be proposed as a complementary adjuvant or nutritional complement in pancreatic cancer therapy.

## Conclusions

Yarrow SFE decreases pancreatic cancer cell proliferation and invasion. We identify SREBF1 together with FASN and SCD, as molecular targets of Yarrow SFE. We also demonstrate the *in vivo* effect of Yarrow SFE, which brakes tumor growth in a xenograft mouse model of pancreatic cancer, together with SREBF1 downregulation in the injected tumors. Our data suggest that Yarrow SFE can be proposed as a complementary adjuvant or nutritional supplement in pancreatic cancer therapy.

## Supporting information

S1 Fig Intracellular cholesterol levels. Relative intracellular cholesterol levels in human pancreatic cancer-derived MIA PaCa-2 (A) cells treated 48 hours two with different concentrations of Yarrow SFE extract. Data represent the mean ± S.E.M of three independent experiments each one performed in triplicate.
(TIF) Click here for additional data file.

S2 Fig Yarrow inhibits the expression of *SREBF1* in SW620 colon cancer cells. Line. mRNA relative expression of SREBF1 in SW620 cells treated 48 hours with different concentrations of Yarrow extract compared to non-treated control cells (DMSO). Data represent the mean ± S.E.M of three independent experiment each one performed in triplicate. Asterisks indicate statistical differences in treated cells with respect to the control (non-treated cells) and *p<0.05**p<0.01; ***p<0.001.
(TIF) Click here for additional data file.

## Abbreviations

SFE: Supercritical Fluid Extraction
SREBF: Sterol Regulatory Element Binding Transcription Factor
FASN: Fatty Acid Synthase
SCD: Stearoyl-CoA Desaturase
5-fu: 5-fluororacil

How the deposited data were processed for this re-analysis (not part of the article)

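Gene expression was measured in MIA PaCa-2 cells, an established line from a human pancreatic carcinoma, after 48 hours with DMSO (4 arrays) or with Yarrow SFE at 30 μg/mL (3 arrays) or 70 μg/mL (3 arrays). Each of the 10 RNAs was labelled with Cy3 and hybridised to its own Agilent SurePrint G3 Human array. The legend of Table 1 and the submitters' design speak of independent experiments, 4 of them for the control in the latter, and the methods say that the cells were seeded in M6 multiwell plates. Whether the replicates were seeded and treated apart is not described beyond this. Groups were taken from the sample labels. The results section names another array design and gives the doses as multiples of the IC_50_, but the labels and the file headers hold the design of the methods and doses of 30 and 70 μg/mL, and these were used.

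The scanner files deposited by the authors hold intensity values made with Agilent Feature Extraction, whose version is 10.7.3.1 in the file headers and 9.1 in the submitters' notes. According to the headers the processed intensity is background-subtracted and detrended within each array, without normalization between arrays. The deposited table of processed values holds log2 levels that the authors normalized between arrays: the columns have closely similar distributions (medians from 7.716 to 7.720), as after quantile normalization, and the values follow the log2 of the mean signal less the local background. The methods name limma and the FIESTA software.

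The main values were computed from the processed intensity. Of 62976 spots, 4259 control spots were left out, spots marked as non-uniform or population outliers were set to missing, and the log2 values of each array were set relative to its 75th percentile, which lay between 10.53 and 11.54. Spots of 1 probe were averaged, which gave 42405 probes. A probe was kept where it was well above background on all arrays of at least 1 group (18939 probes), and 153 of these were left out for having fewer than 2 values in a group. Gene symbols were taken from the reference table through the accession of the probe (27241 probes), its symbol (2659) or a synonym (393), and the name in the file was kept for 12112. Arrays of 1 group correlated with r of 0.914 to 0.960 for DMSO, 0.968 to 0.977 for 30 μg/mL and 0.965 to 0.973 for 70 μg/mL. Control 1 had the most non-uniform spots (3.12%).

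The 18786 probes were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8) with lmFit and eBayes on all 10 arrays, for 30 μg/mL against DMSO, 70 μg/mL against DMSO, the mean of both doses against DMSO and 70 against 30 μg/mL, with Benjamini-Hochberg adjustment over the probes of each comparison and a threshold of 0.05. The criteria of the study, an unadjusted p under 0.05 and at least 2-fold in the same direction at both doses, were applied to the same fit. Table 1 genes were read from the probe with the accession printed in Table 1 and other genes from their brightest probe. The text names the Table 1 genes and the genes that the article measures, genes with the largest changes that separate all treated from all control arrays, and for each gene list its members with the lowest p; genes of which 1 group is below background are not named. The fixed set of 23 gene lists, written down before the data were examined, was tested with camera (preset correlation 0.01, 1 probe per gene, 14811 gene or file names as background), with adjustment over the 69 tests of 3 comparisons. SREBF1, SREBF2, FASN, SCD, ASS1 and HSPA5 were also tested with an exact permutation of the arrays.

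The steps were tested on simulated data with the spread of each probe pooled over the groups, although the controls varied more than the treated arrays. Of 50 probes changed 4-fold at 30 μg/mL, 62% passed the adjusted test, of those changed 8-fold 84%, and of those changed 2-fold 0%, so that changes of 2-fold are mostly beyond what these arrays can call after adjustment. At 70 μg/mL these shares were 58%, 90% and 10%. In 20 simulations without any change, a median of 68.5 genes met the criteria of the study. With the pooled spread this number may be too low.

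The alternatives were normexp background correction with quantile normalization, quantile normalization alone, the percentile over probes above background on all arrays, the deposited log2 values, no filter and a stricter filter, outlier spots kept, only the 2 groups compared, slide as a block, slide 1 alone, the replicate number as a block, array weights, an intensity trend, another choice of probe, the criteria with an adjusted p, each array left out in turn, and for the lists an estimated correlation and fry. A fit of single spots of the deposited log2 values, with 2 groups at a time, was added after the values were seen. Counts were also set against other splits of the arrays; the splits within slide 1 were added after those of all arrays had been seen. Because Table 1 writes its numbers with decimal commas, they were converted to points before the comparison. The result of 1 gene and that of 1 gene list are not printed. Nothing else was left out except control spots, spots marked as outliers and dim probes.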

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

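Chosen after the results were seen were the tests of the histones and small RNAs against other splits, labelling and S phase, of the histones alone against other splits, and of the G1/S genes by slide, and the splits within slide 1 were added after the splits of all arrays were seen but before their own result was; the other tests were planned.

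The sterol reductase gene DHCR7 was low on control 3 (3.75, against 5.30 to 5.48 on the other controls; the gap is 0.897 of the range), the lipase gene PNPLA3 was high on control 4 (1.90, against 0.59 to 0.75; 0.875), TXNRD1 was high on control 3 (1.52, against -0.06 to 0.05; 0.927) and FDXR was low on control 2 (3.55, against 4.96 to 5.04; 0.943). These are 4 of 70 genes tested for a control array far from the other controls, and chance gives about 1 in 20.

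The doses differed for 4 gene lists. The histones were higher at 30 than at 70 μg/mL (camera adjusted p = 1.73e-07; 1.17e-05 on slide 1), the ATF4 genes were lower at 70 μg/mL (0.0107; 7.67e-06), the cholesterol genes were lower at 30 μg/mL (0.0217; 0.0134) and the NRF2 targets were higher at 30 μg/mL (0.0217; 0.0114). All treated arrays lie on slide 1, so the slides do not enter this comparison, but no list passed with an estimated correlation (adjusted p = 0.593 for the histones, 0.819 for ATF4, 0.815 for the cholesterol and NRF2 lists). The cholesterol difference was lost without replicate 1 (0.202) or 3 (0.0649) of 30 μg/mL or replicate 3 of 70 μg/mL (0.6), the ATF4 difference without replicate 3 of 30 μg/mL (0.135) or replicate 1 of 70 μg/mL (0.0624), and the NRF2 difference without replicate 1 (0.0787) or 3 (0.0569) of 30 μg/mL or replicate 1 (0.0688) or 3 (0.106) of 70 μg/mL.

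Outside the genes the article discusses, GP1BB had a log2 fold change of -3.13 and the probe A_19_P00805121, which has no gene symbol, one of -3.30 at 30 μg/mL, the only probes past the adjusted limma p on all arrays. Lipid droplet genes were higher, with a median of 0.331 at 30 μg/mL (camera adjusted p = 0.0453) and 0.375 at 70 μg/mL (adjusted p = 0.0176; adjusted p = 0.593 at both doses with an estimated correlation), among them FITM2 (1.51 and 0.68) and SOAT1 (0.83 and 0.75); on slide 1, where the medians were 0.684 and 0.302, the list did not pass (0.139 and 0.0918; 0.26 and 0.175 with slide as a block), nor at 30 μg/mL without any 1 of 6 arrays (adjusted p from 0.0514 to 0.095) or at 70 μg/mL without control 4 (0.0584). With fry it passed at both doses (0.0263 and 0.0338), as did the histones at 30 μg/mL (0.0314), whose median was 1.22.

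For the counts of the limma fits, other splits of the arrays give these comparisons. At 30 μg/mL chance could not be excluded: 2 of 35 splits, the real one included, gave as many probes with an unadjusted p under 0.05 (2788; highest other 3553), and 2 of 35 as many past the adjusted p (2; highest other 47). That other split sets control 3 with the Yarrow 30 arrays against controls 1, 2 and 4, so control 3 stands apart from the other controls. Nor could it at 70 μg/mL (21 of 35 splits; 887 against 2819), for genes past the criteria of the study (9 of 100 drawn splits; 227 against 419, with controls 3 and 4 and Yarrow 30 replicates 1 and 3 on one side; 714 on slide 1) or for the list tests (22 of 100 splits; 19 against 24). Over both doses 4 of 100 drawn splits gave as many probes (2316 against 3061), which excludes chance only at the edge of the 5% bound; the highest other split has controls 3 and 4 on one side. For the list tests the other drawn splits passed a median of 16, so camera with the preset correlation passes almost as many lists with exchanged labels. All of these splits also move arrays between the slides. With slide as a block and labels exchanged only among the 8 arrays of slide 1, 1 of 100 drawn splits, the real one, gave as many probes at 30 μg/mL (3753 against 3127). The same held over both doses (2898 against 2444) and for genes past the criteria (715 against 695). The highest other splits for these last 2 counts had control 1 and replicate 2 of 70 μg/mL as the slide 1 controls. Chance thus lies under the 5% bound for the blocked counts, but by a narrow margin for the genes, and a control pair with control 1 comes close. Between the doses the 10 splits are too few to tell (2 splits; 737 against 979). For Table 1, 3 of 100 splits put as many genes past the criteria (8 against 10); the study chose these genes on this grouping, so the comparison says nothing about chance, a reading adopted after the count was known in place of the planned one, which would have excluded chance.

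More probes had an unadjusted p under 0.05 at 30 μg/mL (14.8%) than chance gives, GP1BB and THBS3 among them. A difference between the slides could not produce this, since with slide as a block the share was 20% and on slide 1 it was 22.2%. On all arrays a single deviating control array could not either, since leaving out each control in turn left at least 12.3%. The shares with slide as a block and on slide 1 rest on controls 1 and 2 and were not tested without either, so a deviating control stays open there. A chance division of uneven arrays is not excluded on all arrays, where 2 of 35 splits that ignore the slides reach the real count, but it is for the count with slide as a block, which 1 of 100 splits within slide 1, the real one, reached. An effect of the extract, or another difference between these cultures, stays open.

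Histones and small noncoding RNAs were both higher at 30 μg/mL: the 15 histone genes, such as H3C10 and H2AC8, had a median of 1.22, and 32 small nucleolar, small nuclear, ribosomal and other structural RNAs one of 1.03 (29 positive). No other of the 35 splits gave a median as far from 0 for the 47 probes (1 split; 1.18 against 0.91) or for the histones alone (1 split; 1.22 against 1.02). The histones were tested because their list had the largest median at 30 μg/mL on this grouping, so these split counts do not exclude chance. The slides do not produce the rise, since slide 1 alone gave 1.33. If more cells in S phase leave the small RNAs near 0, a premise not tested here, S phase alone would not account for their median of 1.03. A part of S phase in the rise of the histones stays open. Labelling of RNA without a poly(A) tail may differ between the groups, because the small RNAs lay at percentile 100 of 10000 random lists of the same brightness, whose upper bound was 0.276, but histones and small RNAs were not seen to rise and fall together within the groups (r = 0.244, permutation p = 0.429), so labelling and an effect of the dose cannot be told apart. The RNA classes were chosen after the histones were seen, and other noncoding classes were left out.

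G1/S genes such as CDC6 and FEN1 were higher at both doses on all arrays (adjusted p = 0.815 at both with an estimated correlation), yet on slide 1 the higher of the 2 medians was 0.0058, and without control 3 the list no longer passed at 30 μg/mL (camera adjusted p = 0.287). Their mean level was 1.63 and 2.27 on controls 3 and 4 and 2.86 to 3.17 on the 8 arrays of slide 1. A difference between the slides, or in the cultures of controls 3 and 4, may therefore explain the change, and the design does not separate these.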

How the results depend on the processing

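The fit of single spots of the authors' values was added after the values were seen, and the other alternatives were set before the data were examined.

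The number of probes past the adjusted limma p at 30 μg/mL (2) was 0 with normexp and quantile normalization, with the authors' processed values, without a filter and with only the 2 groups compared, 1 with the stricter filter, 14 with slide as a block and 68 on slide 1. At 70 μg/mL it was 1 with slide as a block, and over both doses 2; under all other alternatives both counts were 0, as on all arrays, where 887 and 2316 probes had an unadjusted p under 0.05. Unadjusted counts that moved were those at 70 μg/mL, 1377 on slide 1 and 1352 with array weights, and those between the doses (737), 1784 with only the 2 groups compared, 1337 on slide 1 and 1838 with array weights.

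Genes past the criteria of the study (227) numbered 88 with normexp and quantile normalization, 80 with the authors' processed values, 137 with the stricter filter, 356 with array weights, 715 with slide as a block, 714 on slide 1, 0 with an adjusted p, and 114 with single spots (108 where 1 spot passes at both doses). Of the Table 1 genes (8), 4 passed with slide as a block, 4 on slide 1 and 17 with single spots (16 where 1 spot passes at both doses). The correlation between the changes at the 2 doses (0.617) was 0.797 on slide 1 and 0.0455, 0.11 and 0.192 when each dose had its own 2 controls.

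Of the 19 list tests past the adjusted p, 0 passed with an estimated correlation and 3 with fry. With slide as a block, and on slide 1, the direction turned for the G2 and M phase list at 30 μg/mL (adjusted p of 0.167 and 0.0423) and at 70 μg/mL (0.472 and 0.291) and for the G1/S list at 30 μg/mL (0.606 and 0.463); it also turned for the ATF4 list at 30 μg/mL (0.251 and 0.0423), which had not passed on all arrays. Otherwise 3 lists at most changed their side of the threshold with another normalization, 5 with the replicate block, 6 without a filter, 12 with slide as a block and 15 on slide 1. The stricter filter and kept outlier spots changed none. Array weights and the intensity trend do not enter the list tests, so they could not change them.

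SREBF1 at 70 μg/mL was no longer under 0.05 in limma without a filter (-0.96), with only the 2 groups compared (-0.96) and with the replicate block (-1.03), and SREBF2 at 70 μg/mL under the same alternatives (-0.69, -0.69 and -0.54) and on slide 1 or with slide as a block (-0.38). SREBF1 and SREBF2 at 30 μg/mL were under 0.05 in all these fits. The other SREBF1 probe came under 0.05 at 30 μg/mL with the stricter filter (-0.64) and array weights (-0.61). FASN at 30 μg/mL came under 0.05 with quantile normalization (-1.35), the percentile over probes above background on all arrays (-1.46), the stricter filter (-1.46), the intensity trend (-1.46), array weights (-1.51) and slide as a block or slide 1 alone (-2.46), and at 70 μg/mL with these last 2 (-1.61). SCD did so on slide 1 or with slide as a block (-1.40 at 30 and -1.07 at 70 μg/mL). Among 148 values of named genes, slide as a block left 98 on their side of the threshold in the same direction, made 41 weaker and 9 stronger; array weights left 133.

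With 1 array left out, probes past the adjusted p at 30 μg/mL numbered 0 to 8 (the most without control 3), and 0 at 70 μg/mL, over both doses and between the doses. Unadjusted counts were 1779 to 3786 at 30 μg/mL, 506 to 2051 at 70 μg/mL (the most without control 2), 1752 to 3073 over both doses and 469 to 1152 between them. The criteria of the study were met by 155 to 590 genes, of Table 1 by 4 to 11; the correlation between doses was 0.55 to 0.732 and 13 to 22 list tests passed. SREBF1 lay between -1.59 and -1.01 at 30 μg/mL and between -1.13 and -0.55 at 70 μg/mL, weakest without control 1; SREBF2 between -1.26 and -1.004 and between -0.79 and -0.54; the other SREBF1 probe between -0.82 and -0.49 and between -0.69 and -0.35. FASN lay between -2.16 (without control 3) and -0.90 (without control 1) at 30 μg/mL and between -1.30 and -0.0468 at 70 μg/mL; SCD between -0.92 and -0.12, and between -0.60 and 0.21. The cause was not tested for any of these.

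The labels give the groups the same replicate numbers, but of 9 same-numbered pairs 2 correlated above 0.1 (r from -0.319 to 0.195) and 2 of 10 arrays correlated best with their own number. The numbers were thus not seen to pair the arrays, but so few pairs cannot exclude a shared culture or day. A replicate block gave 0 probes past the adjusted p at 30 μg/mL.

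Dim probes limit the reach, since 44.5% to 51.1% of the probes were above background on each array. After adjustment the simulated 2-fold changes were mostly missed, so smaller changes than those called stay open.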

Differences from the paper's values

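The fit of single spots of the authors' values was chosen after the values were seen; the other alternatives were set before.

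CREBZF was 1.95-fold higher at 30 μg/mL (the paper's value is 2.82) and 1.32-fold higher at 70 μg/mL (the paper's 2.08). ING3 was 1.59-fold higher at 30 μg/mL (the paper's 2.44). SKAP2 had a signed fold of -1.40 at 30 μg/mL (the paper's -2.61). Under the alternatives set before, CREBZF at 30 μg/mL kept its difference in all, and at 70 μg/mL it came within the spread of the arrays only without replicate 1 of that dose (1.60). ING3 came within it with slide as a block, on slide 1 and without replicate 1 of 30 μg/mL (1.81 each), and SKAP2 without control 2 (-1.75); under all the others set before both kept the difference. Of 34 values of Table 1, 30 did not differ by this measure, SREBF1 (-2.67 and -1.95; the paper's -2.75 and -2.05) among them. With single spots of the authors' values and 2 groups at a time, a setting chosen after seeing the values, the most significant spot gave 2.82 and 2.08 for CREBZF, 2.44 for ING3 and -2.61 for SKAP2, none of the 34 values differed, and 0 of the 17 Table 1 genes were dropped; 114 genes met the criteria of the study under it. These counts let a gene pass by different spots at the 2 doses; with 1 spot past at both doses they were 16 of the 17 Table 1 genes, without ING3, and 108 genes.

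The paper lists 17 genes past its criteria at both doses, and 8 of them passed here. ASS1 passed with normexp and quantile normalization, the authors' processed values, only the 2 groups compared, the probe with the lowest p, and without control 2; PALM with the first 2 of these, with outlier spots kept, with array weights, and without control 2 or control 3; ICAM5 with array weights, without replicate 2 of 70 μg/mL and without control 2; RAB11FIP1 with slide as a block, on slide 1, with the replicate block and without control 4; SREBF1 with slide as a block, on slide 1 and without control 2, 3 or 4. CREBZF, SHC1 and SKAP2 passed only with the single spots, and ING3 only with the single spots and a different spot at each dose.

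The paper reports that SREBF1 fell further at the higher dose by RT-qPCR, whereas the arrays gave -1.42 at 30 μg/mL and -0.96 at 70 μg/mL on the log2 scale. These are 0.375 and 0.514 times the control, the latter close to the RT-qPCR at that dose. At 30 μg/mL the fall on the arrays was larger than that by RT-qPCR. The difference between the array doses had a limma p of 0.317, and Table 1 of the paper also has the larger fall at 30 μg/mL. The paper reports no significant effect on SREBF2 mRNA by RT-qPCR, whereas the arrays gave -1.15 and -0.69 without passing the adjusted test (limma adjusted p = 0.169 and 0.895). On slide 1 the SREBF2 value at 70 μg/mL was -0.38. By RT-qPCR, HSPA5 was about 1.1 and about 1.2 times the control and ASS1 about 1.1 and about 1.2 times (Fig 1, read by eye), whereas the arrays gave -1.30 and -1.23 for HSPA5 and -1.51 and -2.20 for ASS1; on slide 1 HSPA5 was at -0.60 and -0.53 and ASS1 at -0.39 and -1.08. Table 1 gives 3 experiments per condition, and the deposited arrays hold 4 controls.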

Other observations

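The gene CDC14C was chosen only after its values were seen; the other values come from the planned fits.

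FASN, which the article measures by RT-qPCR and Western blot, was lower on the arrays at 30 μg/mL, with a log2 fold change of -1.46 (SE 0.674, exact permutation p = 0.2), and at 70 μg/mL, with -0.61 (exact p = 0.571). Its level on control 3 was 3.01, below every other control. On slide 1 FASN was at -2.46 and -1.61 (limma p of 0.000314 and 0.00491; 0.00236 and 0.0247 with slide as a block). SCD was at -0.60 and -0.28 on all arrays, and at -1.40 and -1.07 on slide 1 (limma p of 0.0133 and 0.0424; 0.0103 and 0.0359 with the block). Without control 3, FASN was at -2.16 and -1.30. Without control 1, FASN was at -0.90 and -0.05 and SCD at -0.12 and 0.21. Slide 1 holds only controls 1 and 2, and control 1 was the higher for FASN (6.78 against 5.40), SCD (1.92 against 0.61) and ACLY (3.65 against 2.50). The slide 1 values of these genes therefore lean on control 1. ACACA was at -0.63 and -0.16, ACLY at -0.59 and -0.37 and MKI67 at 0.08 and 0.35, and on all arrays none of these 3 genes had an unadjusted limma p under 0.05. With slide as a block ACLY was at -1.08 and -0.87 (limma p of 0.0172 and 0.0452; 0.0201 and 0.05 on slide 1), ACACA, not tested on slide 1, at -1.01 and -0.54 (limma p of 0.0815 and 0.323) and MKI67 at -0.62 and -0.34 (0.322 and 0.574; 0.319 and 0.571 on slide 1).

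Among the other gene lists, genes of MHC class I and the interferon response were lower, with medians of -0.31 at 30 μg/mL and -0.34 at 70 μg/mL (camera adjusted p = 0.00849 and 0.0176; adjusted p = 0.815 at both doses with an estimated correlation; on slide 1 medians of -0.25 and -0.04, adjusted p = 0.163 and 0.388), among them TAPBP (-0.88 and -0.60), whereas IFI44 of the same list was higher (1.56 and 1.59, limma p of 0.00678 and 0.00612; 1.41 and 1.44 on slide 1), with 2 of its 4 control values not well above background. G2 and M phase genes such as HMMR (0.93 and 0.64) and CENPE (0.76 and 0.96) were higher on all arrays (medians 0.53 and 0.57, adjusted p = 0.0142 and 9.36e-07; adjusted p = 0.884 and 0.815 with an estimated correlation) but not on slide 1 (-0.25 and -0.11). ER chaperone genes had medians of -0.24 and -0.32 (adjusted p = 0.0642 and 0.0153; adjusted p = 0.815 at both doses with an estimated correlation; on slide 1 medians of 0.06 and -0.06, adjusted p = 0.785 and 0.524). Leaving out 1 array ended the call of the MHC list at 30 μg/mL without replicate 1 of that dose (0.0514) and at 70 μg/mL without replicate 2 of that dose (0.519) or control 4 (0.0899), that of the G2 and M phase list at 30 μg/mL without replicate 1 (0.0514) or 2 (0.0983) of that dose or control 3 (0.926) and at 70 μg/mL without control 3 (0.0699), and that of the ER chaperones at 70 μg/mL without replicate 2 of that dose (0.0984) or control 3 (0.707). Ribosomal protein genes passed on slide 1 (medians 0.53 and 0.43, adjusted p = 0.00674 and 0.000914; adjusted p = 0.799 at both doses with an estimated correlation; all arrays 0.296 and 0.752; all arrays but control 3 0.0234 and 0.0274). The members of the list of SREBP regulators went both ways (medians 0.47 and 0.10, adjusted p = 0.691 and 0.971): at 30 μg/mL 9 of the 15 had an unadjusted limma p under 0.05, 5 higher and 4 lower, SREBF1 and SREBF2 among the latter, 8 of them with adjustment within the list, and the unadjusted mixed p of fry, which ignores direction, was 1.78e-05. The study chose SREBF1 on these arrays, so the list is not independent evidence. The lists of fatty acid oxidation (-0.14 and -0.05), heat shock (0.23 and 0.15), AhR and xenobiotic metabolism (-0.18 and -0.49), apoptosis (0.05 and 0.09), invasion (0.01 and -0.15), arginine and polyamines (-0.13 and -0.15), NF-kB (0.07 and -0.39), glycolysis and hypoxia (-0.16 and -0.13), oxidative phosphorylation (0.09 and 0.05) and markers of other cell types (-0.90 and -0.12) did not pass at either dose on all arrays. On slide 1 the NF-kB list passed at 30 μg/mL (median 0.70, 15 of 19 positive, adjusted p = 0.0423; 0.0955 with slide as a block; adjusted p = 0.799 with an estimated correlation), as did the ATF4 list in the direction opposite to that on all arrays (0.47 against -0.32, adjusted p = 0.0423; 0.251 with the block; adjusted p = 0.799 with an estimated correlation). With an estimated correlation no list passed at any dose.

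CDC14C, a gene outside the naming rule, was at -6.43 at 30 μg/mL and -5.73 at 70 μg/mL with slide as a block (limma adjusted p = 0.00715 and 0.0189), at 70 μg/mL the only probe past the adjusted test. On all arrays it was at -1.73 and -1.03 (adjusted p = 0.629 and 0.942), with an SD of 4.09 among the controls, and another probe of the gene was at 0.27 and 0.38. Limma on slide 1 alone passed 0 probes at 70 μg/mL, with 1377 at an unadjusted p under 0.05.

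The changes at 30 and 70 μg/mL correlated across probes (r = 0.617, rho = 0.621), but the doses share their controls, and simulated groups without any effect gave r = 0.642. The covariance was 0.203 against 0.115 in the simulation. With controls divided between the doses, r was 0.0455, 0.11 and 0.192. Probes with an unadjusted p under 0.05 at both doses, such as those of SREBF1, SERPINA3 and H3C10, numbered 320 higher and 224 lower, against 45.2 and 22.4 for independent lists and 163 and 163 in the simulation.

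Treated and control arrays did not overlap for 13.6% of the probes at 30 μg/mL and 5.53% at 70 μg/mL, where chance gives 5.71% for 3 against 4 arrays. Among the Table 1 genes this held for 12 and 7 of 17. The study chose these genes on the same arrays, so this is not independent evidence.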
